# TBR2 coordinates neurogenesis expansion and precise microcircuit organization via Protocadherin 19 in the mammalian cortex

**DOI:** 10.1038/s41467-019-11854-x

**Published:** 2019-09-02

**Authors:** Xiaohui Lv, Si-Qiang Ren, Xin-Jun Zhang, Zhongfu Shen, Tanay Ghosh, Anjin Xianyu, Peng Gao, Zhizhong Li, Susan Lin, Yang Yu, Qiangqiang Zhang, Matthias Groszer, Song-Hai Shi

**Keywords:** Neurogenesis, Neural stem cells

## Abstract

Cerebral cortex expansion is a hallmark of mammalian brain evolution; yet, how increased neurogenesis is coordinated with structural and functional development remains largely unclear. The T-box protein TBR2/EOMES is preferentially enriched in intermediate progenitors and supports cortical neurogenesis expansion. Here we show that TBR2 regulates fine-scale spatial and circuit organization of excitatory neurons in addition to enhancing neurogenesis in the mouse cortex. TBR2 removal leads to a significant reduction in neuronal, but not glial, output of individual radial glial progenitors as revealed by mosaic analysis with double markers. Moreover, in the absence of TBR2, clonally related excitatory neurons become more laterally dispersed and their preferential synapse development is impaired. Interestingly, TBR2 directly regulates the expression of Protocadherin 19 (PCDH19), and simultaneous PCDH19 expression rescues neurogenesis and neuronal organization defects caused by TBR2 removal. Together, these results suggest that TBR2 coordinates neurogenesis expansion and precise microcircuit assembly via PCDH19 in the mammalian cortex.

## Abstract (web summary)

The T-box protein TBR2 is involved in cortical neurogenesis expansion during neurodevelopment and is preferentially enriched in intermediate progenitors. The authors show that TBR2 coordinates neurogenesis expansion and precise microcircuit assembly in the mouse cortex via PCDH19.

## Introduction

The mammalian cerebral cortex is a complex yet highly organized brain structure, consisting of six layers of neurons that form specific circuits to support all higher-order brain functions. The formation of the cerebral cortex depends on the orderly production of a large number of diverse neurons, which largely occurs during embryonic development. The vast majority of cortical excitatory neurons originate from radial glial cells, the predominant population of neural progenitor cells in the developing cortex^1–8^. During cortical development, radial glial progenitors (RGPs) progress through a cellular program of proliferation, neurogenesis, and gliogenesis^4,5,9^. At the early stage of cortical development (e.g., embryonic day (E) 10-11 in mice), RGPs predominantly undergo symmetric proliferative division to amplify themselves. As development proceeds, they switch to asymmetric neurogenic division to self-renew and, at the same time, to produce neurons either directly (direct neurogenesis) or indirectly via transit amplifying progenitors (TAPs) that divide mostly in the subventricular zone (SVZ) to give rise to neurons (indirect neurogenesis)^8,10–17^.

Indirect neurogenesis via TAPs greatly increases the number of neurons generated in the cortex. As a consequence, the abundance and diversity of TAPs have been linked to evolutionary expansion of the cortex with higher cognitive functions^10,12–14,18–23^. A major population of TAPs consists of intermediate progenitors (IPs) that preferentially express the T-box transcription factor TBR2/EOMES^16^. Upon generation by dividing RGPs at the VZ surface, TBR2^+^ IPs migrate to the SVZ and mainly divide symmetrically to produce neurons. Given the clear importance of IPs in cortical neurogenesis, extensive efforts have been made to elucidate the precise contribution of TBR2^+^ IPs to the process; yet, the results have been inconsistent. Some studies suggested that TBR2 and IPs in the SVZ predominantly contribute to superficial layer neuron production and supragranular layer expansion^23–25^. Related to this, TBR2^+^ IPs and indirect neurogenesis have been linked to distinct morphological and electrophysiological features of superficial layer neurons^26^. On the other hand, a few studies have shown that TBR2^+^ IPs contribute to neuron production across all layers^27–30^. In addition, TBR2 has been suggested to influence neuronal differentiation and laminar fate specification in the cortex^30^. Together, these observations indicate that the precise contribution of TBR2^+^ IPs to cortical neurogenesis, especially at the level of individual RGPs, remains nebulous. It calls for an in-depth quantitative clonal analysis of the exact contribution of TBR2^+^ IPs to the neuronal as well as glial output of individual RGPs in the developing cortex.

Notably, the cellular processes of neurogenesis and neuronal migration critically influence the spatial distribution and functional organization of cortical excitatory neurons. In particular, clonally related excitatory neurons originating from the same neurogenic RGP (e.g., labeled at E12-13 in mice) migrate along their mother radial glial fiber and form an ontogenetic radial neuronal cluster spanning across both deep and superficial layers^2,9,31–33^. Moreover, radially situated clonally related excitatory neurons preferentially develop specific synapses with each other than with nearby non-clonally related excitatory neurons and share similar physiological properties^34–38^. While TBR2^+^ IPs play an essential role in expanding cortical neurogenesis, it remains unclear whether TBR2 regulates the spatial organization and synapse development of excitatory neurons in the cortex. In fact, how neurogenesis expansion is coordinated with synapse formation and functional organization of neurons is a fundamental question towards understanding cortical development and evolution.

In this study, we quantitatively examined the contribution of TBR2^+^ IPs to the neuronal and glial output of individual RGPs by performing mosaic analysis with double markers (MADM). We found that removal of TBR2 leads to a similar and significant loss of both deep and superficial layer excitatory neurons, but not glial cells, generated by individual RGPs. Moreover, in the absence of TBR2, clonally related excitatory neurons originating from individual RGPs become more laterally dispersed and their preferential synapse development is impaired. Mechanistically, we found that TBR2 binds to the genomic regulatory sequences upstream and downstream of *Protocadherin-19* (*Pcdh19*), a member of the *Cadherin* superfamily that has been implicated in female infantile-onset epilepsy and cognitive impairment and regulates its expression. Suppression of *Pcdh19* expression leads to defects in neuronal production and organization by individual RGPs similar to those observed following TBR2 removal. Furthermore, simultaneous PCDH19 expression rescues the defects in production, precise spatial organization and synaptic connectivity of cortical excitatory neurons caused by TBR2 loss. Together, these results reveal a critical molecular pathway involving TBR2 and PCDH19 in coordinating neurogenesis expansion and fine-scale circuit organization in the mammalian cortex.

## Results

### TBR2 removal reduces neuronal output by individual RGPs

To assess the precise contribution of TBR2^+^ IPs to cortical histogenesis, we took advantage of the *Tbr2* floxed mutant mice*, Tbr2*^*fl/fl*^^39^, and performed clonal analysis using MADM^40^. We introduced the *Emx1-CreER*^*T2*^ transgene^41^ into the MADM mice^9,42^ to specifically label RGPs in the dorsal telencephalon in a temporally controlled manner. In particular, Cre recombinase-driven inter-chromosomal recombination in the G_2_ phase of the dividing RGPs followed by X-segregation (G_2_-X) reconstitutes one of the two fluorescent markers, enhanced green fluorescent protein (EGFP, green) or tandem dimer Tomato (tdTomato, red), in each of the two daughter cells (Supplementary Fig. 1a). The permanent and distinct labeling of the two daughter cells and their respective progeny allows explicit analysis of the division pattern (symmetric vs. asymmetric) and potential (the number of neural progeny) of the originally labeled dividing RGPs.

We integrated the *Tbr2*^*fl/fl*^ allele with the *Emx1-CreER*^*T2*^*/MADM* system (Supplementary Fig. 1b). As shown previously^9^, we optimized the dose of TM to achieve a sparse labeling of individual dividing RGPs and corresponding clones in the cortex. We selectively focused on G_2_-X green/red fluorescent clones, as they reliably reflect the division pattern and neurogenic potential of individual dividing RGPs. To examine the contribution of TBR2^+^ IPs to cortical neurogenesis by individual RGPs, we administered TM to timed pregnant females at the following four embryonic stages: E10, E11, E12, and E13, performed cesarean section and rescue at ~E19, and collected the brain for analysis at postnatal day (P) 21 (Supplementary Fig. 1b). As expected, TM administration triggered reliable sparse labeling of individual green/red fluorescent clonal clusters as well as effective removal of TBR2 in the mutant embryonic cortex compared with the littermate control cortex (Supplementary Fig. 1c, d).

To reveal all labeled cells in the cortex, we performed serial sectioning, immunohistochemistry, and three-dimensional (3D) reconstruction of individual brains (Supplementary Fig. 1b). RGPs divide either symmetrically to amplify themselves or asymmetrically to produce neurons or IPs while renewing. Consistent with this, we observed two major types of green/red fluorescent clonal clusters in the control (Ctrl) and *Tbr2* mutant (Mut) cortices (Fig. 1a, b). One type was the symmetric proliferative clone containing a large cohort of green or red fluorescent neuronal progeny spanning both deep (5–6) and superficial (2–4) layers, originating from the two daughter cells of symmetrically dividing RGPs that inherited reconstituted *EGFP* and *tdTomato*, respectively (Fig. 1a, c). The other type was the asymmetric neurogenic clone containing a minority population in one color typically situated in the deep layers and a majority population in the other color spanning both deep and superficial layers (Fig. 1b, d). In these clones, the majority population arises from a self-renewing RGP, whereas the minority population arises from a neuron or an IP. We found that, as the labeling (i.e., TM treatment) time proceeded from E10 to E13, the percentage of labeled clones that were symmetrically proliferative progressively decreased, while the percentage of labeled clones that were asymmetrically neurogenic concomitantly increased (Supplementary Fig. 2a). Notably, there was no obvious difference in the fraction of symmetrically proliferative versus asymmetrically neurogenic clones in the Ctrl or *Tbr2* Mut cortices at different embryonic stages (Supplementary Fig. 2a), indicating that removal of TBR2 does not affect the division mode of RGPs.

**Fig. 1:**
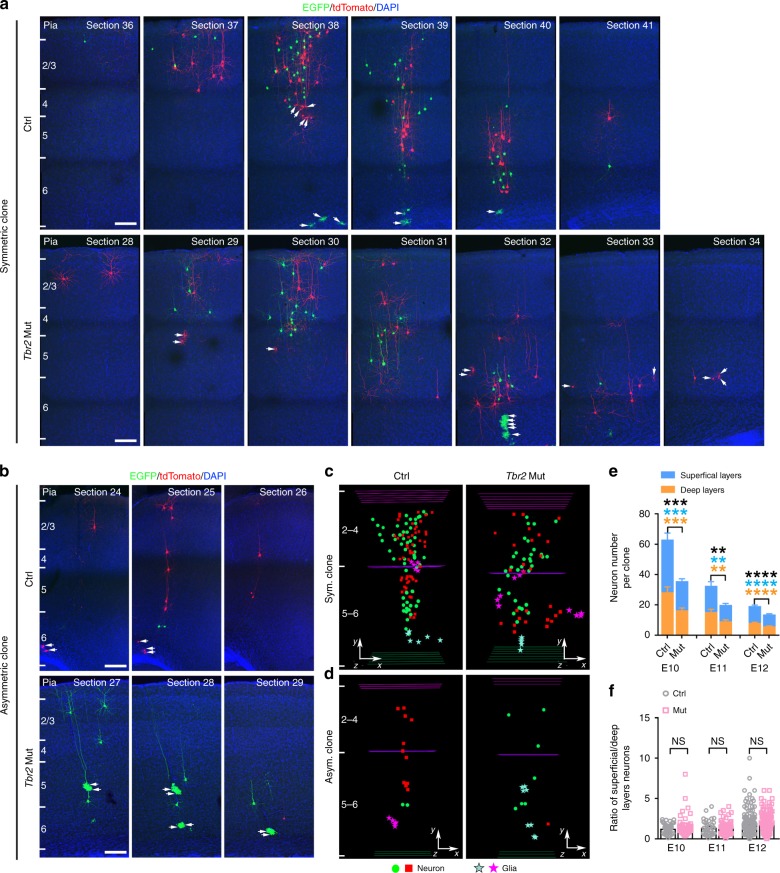
TBR2 removal causes a reduction in excitatory neuronal output of individual RGPs. **a**, **b** Confocal images of representative P21 control (Ctrl) and *Tbr2* mutant (Mut) symmetric (**a**) and asymmetric (**b**) MADM clones labeled by tamoxifen administration at E10 and E11, respectively. Consecutive sections were stained for EGFP (green) and tdTomato (red), and counter-stained with DAPI (blue). Arrows indicate glial cells. Scale bars: 100 μm. **c**, **d** 3D reconstruction images of the Ctrl and *Tbr2* Mut symmetric and asymmetric clones shown in (**a**) and (**b**). Different colored lines indicate the layer boundaries and different colored symbols represent the cell bodies of labeled neurons and glial cells. The *x*-/*y*-/*z*-axes indicate the spatial orientation of the clone with the *x*-axis parallel to the brain pial surface and *y*-axis perpendicular to the pial surface. Similar displays are used in subsequent 3D reconstruction images. **e** Quantification of the number of neurons in the Ctrl and *Tbr2* Mut symmetric and asymmetric clones (E10: Ctrl, *n* = 63; Mut, *n* = 78; E11: Ctrl, *n* = 35; Mut, *n* = 61; E12: Ctrl, *n* = 156; Mut, *n* = 154) labeled at different embryonic stages (E10-E12). Note the significant reduction in both deep (5–6, orange) and superficial (2–4, blue) layer neurons in the *Tbr2* Mut clone compared with the Ctrl clone. Asterisks indicate the statistical significance of the differences in the number of total (black), deep (orange), or superficial (blue) layer neurons in individual clones. Similar displays are used in subsequent figures. **f** Quantification of the ratio of superficial (2–4) versus deep (5–6) layer neuron numbers in the Ctrl and *Tbr2* Mut symmetric and asymmetric clones. Data are presented as mean ± SEM (**P < 0.01; ***P < 0.001; ****P < 0.0001; NS not significant; unpaired Student’s *t*-test)

We next systematically compared the number of neurons in individual Ctrl and *Tbr2* Mut clones labeled at different embryonic stages. We found that the average number of neurons in the *Tbr2* Mut clone was substantially smaller than in the Ctrl clone across different labeling times (Fig. 1e) and clonal types (Supplementary Fig. 2b, c). Moreover, the reduction was significant and comparable for deep (5–6) and superficial (2–4) layer neurons (Fig. 1e and Supplementary Fig. 2b, c). As a result, the relative ratio of superficial versus deep layer neurons in individual clones was similar between the Ctrl and *Tbr2* Mut clones (Fig. 1f and Supplementary Fig. 2d, e). Together, these results demonstrate that at the single RGP level TBR2^+^ IPs contribute significantly and similarly to the production of both deep and superficial layer neurons in the cortex.

Consistent with this, we observed significant reductions in both deep and superficial layer neurons in the *Tbr2* conditional knockout (cKO) cortices using *Emx1-Cre*^43^ (Supplementary Fig. 3). We also observed a significant reduction in the number of mitotic cells in the SVZ of the *Tbr2* cKO cortex at the embryonic stage (Supplementary Fig. 4a, b), indicating a loss of IPs in the absence of TBR2, as suggested in the previous studies^25,27^. There was no obvious difference in cell death between the control and *Tbr2* cKO cortices at the embryonic and postnatal stages (Supplementary Fig. 4c).

RGPs also produce glial cells. We often observed green or red fluorescent glial cells in the labeled clonal clusters, including both astrocytes and oligodendrocytes (Fig. 1a, b, arrows and Supplementary Fig. 5a, b). To test whether TBR2 regulates glial cell generation by individual RGPs, we examined the numbers of glial cells in individual Ctrl and *Tbr2* Mut clones and found that they were comparable (Supplementary Fig. 5c–f). These results suggest that TBR2 removal does not affect glial cell output of individual RGPs in the developing cortex.

### TBR2 removal causes excitatory neuron clone dispersion

Clonally related excitatory neurons arising from the same dividing RGPs migrate radially and form discrete ontogenetic radial clusters in the cortex^2,9,31–33^. Interestingly, we found that the spatial distribution of the *Tbr2* Mut clone was clearly altered compared with the Ctrl clone (Fig. 2). While forming spatially isolated radial clusters occupying deep and superficial layers, clonally related excitatory neurons in individual *Tbr2* Mut clones became more laterally dispersed compared with those in the Ctrl clone (Fig. 2a, b).

**Fig. 2:**
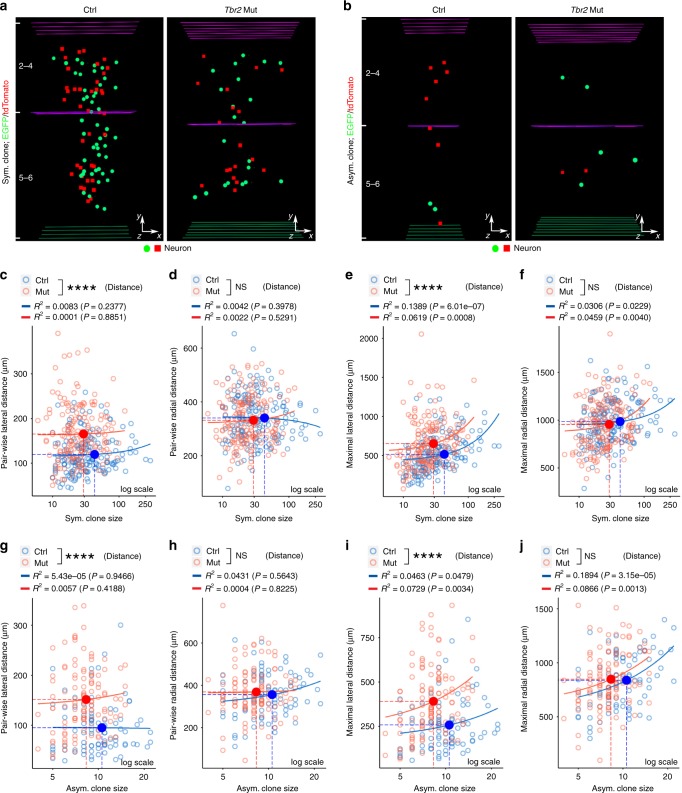
TBR2 removal causes a lateral dispersion of clonally related excitatory neurons. **a**, **b** 3D reconstruction images of representative P21 Ctrl (left) and *Tbr2* Mut (right) symmetric (**a**) and asymmetric (**b**) MADM clones. **c**–**f** Quantification of the pair-wise (**c**, **d**) and maximal (**e**, **f**) lateral and radial distances between neurons in symmetric Ctrl (blue) and *Tbr2* Mut (red) clones (Ctrl, *n* = 169; Mut, *n* = 177). The *X*-axis is in log scale. Each open circle represents an individual clone and the filled circles and broken lines indicate the means of distances and clone sizes of each group. The solid lines represent linear regression between clone size and distances of each group. Similar displays are used in subsequent figures. **g**–**j**, Quantification of the pair-wise (**g**, **h**) and maximal (**i**, **j**) lateral and radial distances between neurons in asymmetric Ctrl and *Tbr2* Mut clones (Ctrl, *n* = 85; Mut, *n* = 116). Data are presented as mean ± SEM (****P < 0.0001; NS not significant; unpaired Student’s *t*-test)

To quantitatively assess this, we analyzed the pair-wise and maximal lateral and radial distances between clonally related neurons in individual Ctrl and *Tbr2* Mut clones. Compared with the control, the pair-wise and maximal lateral distances between clonally related neurons in the *Tbr2* Mut clone were significantly increased (Fig. 2c, e, g, i), whereas the pair-wise and maximal radial distance remained comparable (Fig. 2d, f, h, j), for both symmetric proliferative and asymmetric neurogenic clones. Notably, the increases in the pair-wise and maximal lateral distances were evident for clones with different numbers of neurons (Supplementary Fig. 6), indicating that the lateral dispersion of the *Tbr2* Mut clone is not due to the decrease in clonal size. There was no obvious correlation between the pair-wise lateral distance and the clone size. The increase in lateral dispersion was evident for both deep and superficial layer neurons (Supplementary Fig. 7). Notably, we observed an increase in the number of neurites in post-mitotic neurons in the *Tbr2* Mut clone compared with those in the control clone (Supplementary Fig. 8), which has been associated with abnormal tangential migration and spread in previous studies^44,45^. Together, these results suggest that TBR2 regulates the precise spatial distribution of clonally related excitatory neurons in the cortex.

### TBR2 removal disrupts preferential synaptic connectivity

Previous studies showed that clonally related excitatory neurons arising from the same neurogenic RGPs (i.e., sister excitatory neurons) not only form spatially isolated radial clusters^2,9,31–33^ but also preferentially develop chemical synapses with each other over nearby non-clonally related excitatory neurons in the cortex^34,35,38^. We next asked whether TBR2 regulates the preferential synaptic connectivity between sister excitatory neurons originating from the same neurogenic RGPs. To address this, we performed in utero intraventricular injection of low-titer retroviruses expressing EGFP or Cre/tdTomato into the *Tbr2*^*fl/fl*^ mouse embryos at E12-13 (Fig. 3a), when cortical RGPs have largely transitioned from the proliferation phase to the neurogenesis phase to produce excitatory neurons^9^. In these experiments, the sparse infection of individual dividing RGPs at the VZ surface by EGFP or Cre/tdTomato-expressing retroviruses resulted in the labeling of individual excitatory neuron clones in the cortex. The co-existence of both control/EGFP and *Tbr2* Mut/tdTomato clones in the same brain allowed for an effective and direct comparison of their synaptic connectivity in the same experiments. Notably, the control and *Tbr2* Mut clones labeled by low-titer retrovirus infection and MADM at E12-13 were similar in size and laminar distribution (Supplementary Fig. 9 and 10), indicating that low-titer retroviral infection is a consistent and reliable method for labeling individual excitatory neuron clones in the cortex originating from single neurogenic RGPs.

**Fig. 3:**
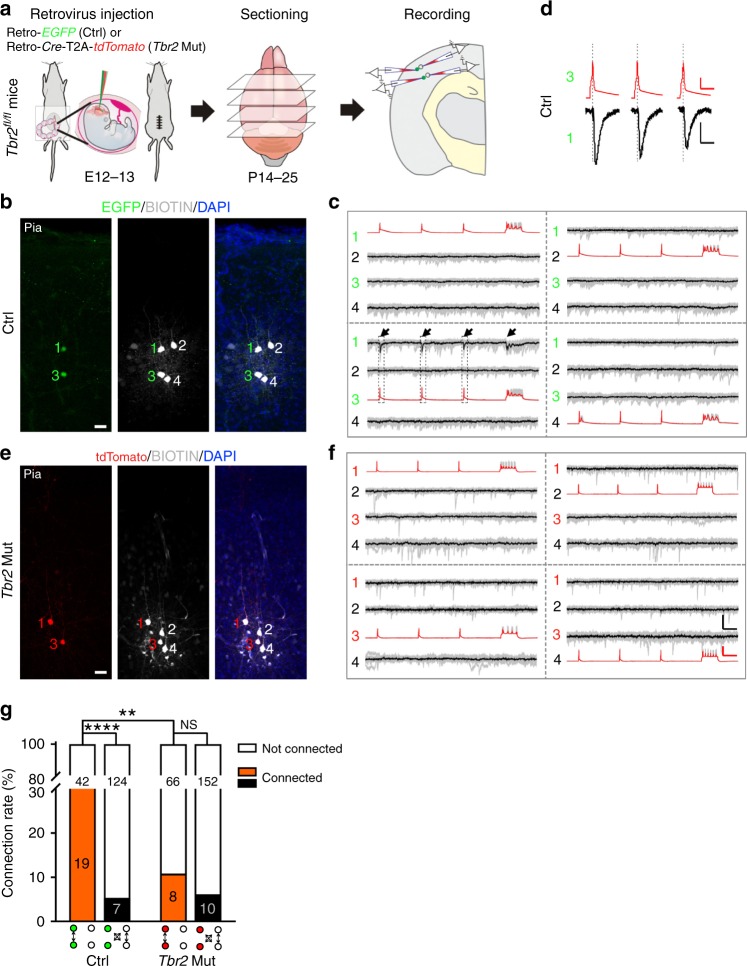
TBR2 removal impairs preferential chemical synaptic connectivity. **a** Schematic diagram of in utero intraventricular injection of retrovirus expressing EGFP (green, Ctrl) or Cre/tdTomato (red, *Tbr2* Mut) into the *Tbr2*^*fl/fl*^ mice at E12-13. Acute brain slices were prepared at P14–25 for quadruple whole-cell patch-clamp recording. **b**, **e** Representative confocal images of two radially situated EGFP-expressing sister excitatory neurons (1 and 3, green, Ctrl, **b**) or Cre/tdTomato-expressing sister excitatory neurons (1 and 3, red, *Tbr2* Mut, **e**) and two adjacent unlabeled non-sister excitatory neurons (2 and 4). Scale bars: 50 μm. **c**, **f** Example traces of four excitatory neurons recorded in (**b**) and (**e**), respectively. Brief and long duration depolarizing currents were injected into one of the four neurons to elicit action potentials (presynaptic, red) and postsynaptic responses were monitored in the other three neurons. Individual traces are shown in gray and average traces are shown in black. Arrows indicate the reliable postsynaptic responses in control sister excitatory neuron 1 elicited by the presynaptic action potentials in control sister excitatory neuron 3. Scale bars: 100 mV (red), 20 pA (black), and 200 ms. **d** Zoom-in traces of the presynaptic action potentials and postsynaptic responses between EGFP-expressing control sister excitatory neurons 1 and 3 in (**c**). Scale bars: 25 mV (red), 10 pA (black), and 25 ms. **g** Summary of the frequency of chemical synaptic connections between the control (green) or *Tbr2* mutant (red) sister excitatory neurons and nearby non-sister excitatory neurons. The numbers of recorded pairs are shown in the bar graph. A similar display is used in subsequent figures (**P < 0.01; ****P *<* 0.0001; NS not significant; chi-square test)

To assess preferential synaptic connectivity between clonally related excitatory neurons, we prepared acute cortical brain slices at P14–25, when excitatory chemical synapses are largely formed^34,35^, and performed quadruple whole-cell patch-clamp recordings onto EGFP (Ctrl) or Cre/tdTomato (*Tbr2* Mut)-expressing clonally related excitatory neurons and nearby unlabeled excitatory neurons as non-clonally related control excitatory neurons in the somatosensory and visual cortices across deep and superficial layers (Fig. 3b, e). We first examined the biophysical properties of the recorded neurons and found that the resting membrane potential, the threshold for firing action potential, and the maximal firing rate of the Ctrl and *Tbr2* Mut neurons were largely similar (Supplementary Fig. 11a–d), indicating that TBR2 removal does not affect membrane properties and maturation of cortical excitatory neurons.

To test whether clonally related excitatory neurons preferentially develop chemical synapses with each other, we simultaneously recorded from two sparsely labeled EGFP (Ctrl, Fig. 3b) or Cre/tdTomato (*Tbr2* Mut, Fig. 3e)-expressing excitatory neurons in a spatially isolated radial/vertical cluster (1 and 3) and two nearby unlabeled, non-clonally related control excitatory neurons (2 and 4). The control excitatory neurons were selected based on their morphological characteristics, including a pyramid-shaped cell body with a major apical dendrite. Once all recordings were established, the excitatory neuron identity of recorded cells was further confirmed by their morphological and electrophysiological properties. Trains of brief and extended suprathreshold depolarizing currents were injected sequentially into one of the four neurons to trigger action potentials, and the current changes were monitored in all the other three neurons to probe chemical synaptic connectivity (Fig. 3c, f). In the control clone example shown here (Fig. 3c, d), action potentials generated in EGFP-expressing excitatory neuron 3 reliably elicited postsynaptic responses in its clonally related EGFP-expressing excitatory neuron 1, indicating the existence of a chemical synaptic connection between them. This connection was unidirectional, as action potentials generated in EGFP-expressing excitatory neuron 1 failed to elicit detectable postsynaptic responses in its clonally related EGFP-expressing excitatory neuron 3. No obvious postsynaptic response was observed when the non-EGFP-expressing excitatory neuron 2 or 4 was depolarized to fire action potentials. Together, these results suggest that clonally related excitatory neurons 1 and 3 in the same radial cluster are selectively synaptically connected.

We analyzed a total of 61 quadruple recordings of clonally related, radially situated EGFP-expressing Ctrl excitatory neuron pairs, as well as nearby unlabeled non-clonally related control excitatory neurons (Fig. 3g, left). Of the clonally related EGFP-expressing neuron pairs, ~31.1% (19 out of 61) were synaptically connected. In contrast, only ~5.3% (7 out of 131) of the control non-clonally related excitatory neuron pairs were connected. Together, these results suggest that clonally related excitatory neurons originating from the same neurogenic RGPs preferentially develop chemical synapses with each other over nearby non-clonally related excitatory neurons in the cortex, as shown previously^34^.

In comparison, we analyzed a total of 74 quadruple recordings of clonally related, radially situated Cre/tdTomato-expressing *Tbr2* Mut excitatory neuron pairs and nearby unlabeled non-clonally related control excitatory neurons (Fig. 3g, right). Of the clonally related Cre/tdTomato-expressing *Tbr2* Mut neuron pairs, only ~10.8% (8 out of 74) were synaptically connected, comparable to the connection rate of the non-clonally related excitatory neuron pairs (~6.2%, 10 out of 162), indicating that clonally related *Tbr2* Mut excitatory neurons do not preferentially develop chemical synapses with each other. Notably, the connection rate of clonally related *Tbr2* Mut excitatory neuron pairs (~10.8%) was significantly lower than that of clonally related Ctrl excitatory neuron pairs (~31.1%) (Fig. 3g), suggesting that TBR2 removal disrupts preferential synapse development between clonally related excitatory neurons. The inter-soma distances between clonally related and unrelated Ctrl and *Tbr2* Mut excitatory neuron pairs were largely similar (EGFP/EGFP: 199.8 ± 22.0 µm versus tdTomato/tdTomato: 187.3 ± 12.3 µm; *P* *=* 0.95; tdTomato/non-tdTomato or non-tdTomato/non-tdTomato: 186.0 ± 8.4 µm versus tdTomato/tdTomato: 187.3 ± 12.3 µm; *P* = 0.99; Data are presented as Mean ± SEM; Student’s *t*-test). We did not observe any obvious differences in dendritic morphology between the Ctrl and *Tbr2* Mut excitatory neurons (Supplementary Fig. 11e–g). The recorded neurons were similarly distributed across deep and superficial layers (Supplementary Fig. 11h). Together, these results strongly suggest that TBR2 regulates preferential chemical synapse formation between clonally related excitatory neurons in the cortex.

### TBR2 regulates PCDH19 expression

Having found that TBR2 regulates the production and precise spatial and synaptic organization of clonally related excitatory neurons in the cortex, we next investigated the underlying molecular mechanisms. To achieve this, we used the *Tbr2-EGFP* reporter mice^46^ as well as *Tbr2*^*fl/fl*^ mice and isolated EGFP-labeled IPs from the control and *Tbr2* mutant cortices at E13 and E16. 

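RNA of EGFP-labeled IPs, the Tbr2-expressing progenitors of the cortex, was measured in Tbr2 mutants on 5 bead arrays at E13 and 6 at E16, each described in the methods as a biological replicate. Illumina arrays of this kind carry 45281 probes, each read as the brightness of many beads in arbitrary units. The deposited signals were already background-subtracted, and each came with a detection p-value against the negative control beads of its array. Between 19757 and 20854 probes were detected per array, with a median of 20282 at E13 and 20126 at E16. The methods' rule of detection on all arrays left 16411 probes, of which 13979 are paired with 1 gene symbol, 8 with several and 2424 with none. Their signals were quantile-normalized, taken to log2 and compared between E16 and E13 with limma, at the methods' thresholds of an adjusted p under 0.05 and a change over 1.5-fold. The removal of outlier probes that the methods name is not described closely enough to repeat and was left out. The control arrays were not analysed here, so each value below compares stages within arrays labeled Tbr2 mutant, and none measures the effect of the mutation. The number of arrays limits the precision, and the 3 litters that the methods name are not assigned to samples. Arrays that share a litter would not be independent, which would make the p-values given here too small. This could not be checked.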

We then extracted RNA and performed microarray analysis to assess genes that were differentially expressed in the control and *Tbr2* mutant IPs. 

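Of the 8 adhesion genes drawn in Fig. 4a, 4 changed between E13 and E16 in the Tbr2 mutant IPs. Cdh8, a type II cadherin, was higher at E16 with a log2 fold change of 1.89 (standard error 0.489, adjusted p = 0.0156 from limma), and Pcdh20, a non-clustered protocadherin, with 0.97 (standard error 0.254, adjusted p = 0.0172 from limma). Cntnap2, a member of the neurexin superfamily, was lower at E16 with a log2 fold change of -1.97 (standard error 0.401, adjusted p = 0.00375 from limma), and Pcdh19 was lower as well. Negr1, Cntnap4, Wnt7b and Pard3 had log2 fold changes of 0.39, 0.17, -0.06 and -0.15 and did not pass the test. E13 array 40 lay far above its stage for Cdh8 and Wnt7b, and E16 array 80 far below its stage for Pard3. Adjusted over the list alone, 2 were higher and 2 lower; the study chose these genes on the same samples, so this is not independent evidence. With no detection filter the adjusted p of Cdh8 and Pcdh20 from limma was 0.108 and 0.0905. An unmoderated test of stage gave Cdh8 an adjusted p of 0.0603. It used the mutant arrays alone, so it is not the 2-way ANOVA of the methods. Without E13 array 37 the adjusted p of Pcdh20 from limma was 0.0540. With detection of Xist as a covariate, a setting added after the values were seen, the adjusted p of Cdh8 and Pcdh20 from limma was 0.0718 and 0.0728. Their log2 fold changes were then 1.57 and 0.84. With no filter, and likewise with this covariate, 1 of the 8 genes was called.
Among wider groups fixed before the data were examined, 3 of 4 measured classical and type II cadherins were higher at E16, with Cdh4 at a log2 fold change of 0.89 (adjusted p = 0.0167 from limma, and 0.113 with no detection filter), and 2 of 6 non-clustered protocadherins were higher, with Pcdh8 at 2.01, and 1 was lower; adjusted over the list alone the counts were the same. As sets neither passed limma's camera test (adjusted p = 0.0624 and 0.195), but without E13 array 40 both did (adjusted p = 0.0102 and 0.0452). The cadherins also passed it without E16 array 80 (0.0484), without E16 array 95 (0.0404), with a replicate block (0.0354) and without arrays 40 and 80 together (0.0044). In 21 of 26 settings they did not pass, with an adjusted p from camera up to 0.480. With an estimated correlation the adjusted p from camera was 0.226 for the cadherins and 0.474 for the protocadherins. Of 29 genes of neuronal adhesion and axon guidance, 12 were higher and 3 lower at E16 (12 and 4 adjusted over the list alone). The guidance receptor Robo2 had a log2 fold change of 2.11 and the adhesion molecule Ntm one of 1.63, against -1.42 for Sema6a and -0.91 for the ligand Efna5; E13 array 40 lay above its stage for Robo2, and E16 array 80 below its stage for Efna5, whose adjusted p was 0.0588 with no detection filter. As a set this group was higher at E16 (adjusted p = 0.00551 from camera), with an adjusted p = 0.196 with an estimated correlation.
All 94 probes of Supplementary Data 2 passed the detection rule, and 34 of them changed between the stages. The count was 13 with no detection filter, 20 with the unmoderated test of stage and 18 with detection of Xist as a covariate. Of the 51 probes that the paper lists as lower in Mut, 13 were higher and 5 lower at E16, and of the 43 it lists as higher in Mut, 2 were higher and 14 lower; these probes moved together on single arrays, so the counts are not independent. Adjusted over the list alone, 16 were higher and 25 lower at E16, which is not independent evidence since the study chose these probes on these samples. Ebf2, a transcription factor of Cajal-Retzius cells, had a log2 fold change of -2.98 and Fam210b, a mitochondrial protein gene, one of 2.47, both with E16 array 80 below its stage. On 2 arrays these probes lay opposite to the paper's direction: 92 of 94 on E13 array 40 and 93 of 94 on E16 array 80 deviated from the other arrays of their stage against the sign of the paper's Mut over Ctrl fold. Against that fold on a log2 scale the slope of these deviations was -1.16 on both, and 0.05 to 0.41 on the other arrays. Xist was detected on both arrays, and array 40 is 1 of only 2 such E13 arrays. The Xist covariate therefore does not separate sex from what sets these arrays apart.

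**Figure D1:**
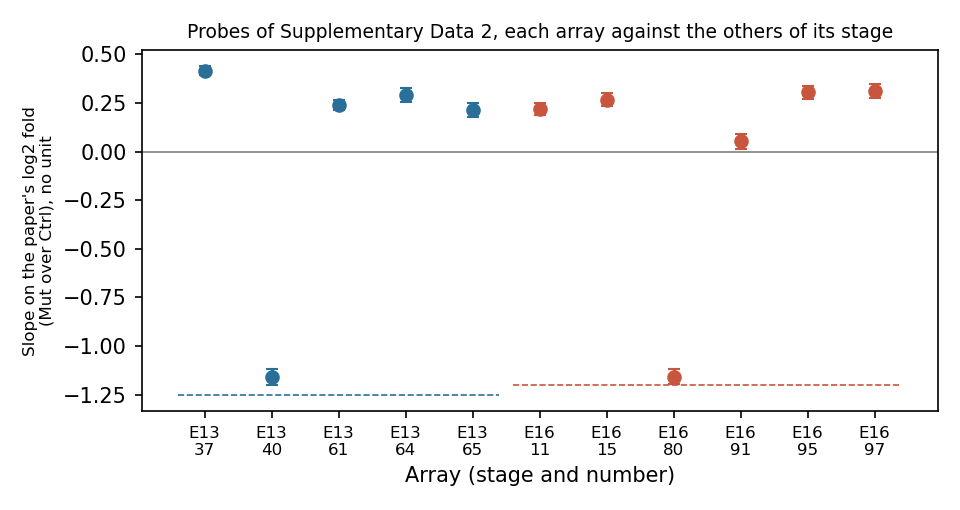
Slope of each array's log2 deviation from the other arrays of its stage on the paper's log2 fold of Mut over Ctrl, over the 94 probes of Supplementary Data 2. Points are arrays, blue at E13 and red at E16, bars are standard errors over probes, and dashed lines mark the slope of an array at the control level, if the paper's folds average all mutant arrays of the stage. Array 40 at E13 and array 80 at E16 both lie at -1.16.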

Interestingly, analysis of the set of differentially expressed genes for significant enrichment of biological processes yielded the term ‘biological adhesion’ (Fig. 4a and Supplementary Data 1), of which *Pcdh19* was one of the top genes that showed a strongly reduced expression in the *Tbr2* mutant IPs compared with the control (Fig. 4a, b and Supplementary Data 2). *Pcdh19*, encoding a member of the Cadherin superfamily^47^, affecting the columnar cellular organization in the zebrafish optic tectum and the spatial distribution of neurons in the mouse cortex^48–50^. These observations raise the intriguing possibility that TBR2 regulates the expression of *Pcdh19* in the developing cortex and consequently controls cortical neurogenesis and precise spatial and functional neuronal organization. To test this, we took advantage of the recently published chromatin immunoprecipitation sequencing (ChIP-seq) dataset of TBR2 in E14 mouse cortex^51^ and analyzed its genomic binding profile. 

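Pcdh19 was lower at E16 than at E13 in the Tbr2 mutant IPs. Its detected probe (ILMN_2696829) had a normalized signal of 278 ± 68.8 (SD, n = 5 arrays) at E13 and 151 ± 52.7 (SD, n = 6 arrays) at E16. Every E13 array, from 225 to 391, lay above every E16 array, from 90.3 to 212. The log2 fold change was -0.92 (standard error 0.241, adjusted p = 0.0168 from limma). A two-sided exact permutation test over 462 splits of the arrays gave an unadjusted p = 0.00866. The second Pcdh19 probe (ILMN_2694311) was detected on none of the arrays. The highest value of each stage was on the arrays whose adhesion genes lay opposite to the paper's direction, array 40 at E13 and array 80 at E16; without both the log2 fold change was -0.90 (adjusted p = 0.0246 from limma), a setting chosen after the values were seen. The call ended with no detection filter (adjusted p = 0.0884), with a replicate block (log2 fold change -0.85, adjusted p = 0.0788) and with detection of Xist as a covariate (log2 fold change -0.90, adjusted p = 0.0535).
Eomes, which encodes TBR2, stayed well above background in the mutant IPs. Its probe ILMN_1251446 had a normalized signal of 2534 ± 172 (SD, n = 5) at E13 and 1951 ± 558 (SD, n = 6) at E16, and ILMN_2570496 had 1217 ± 211 and 757 ± 322. Their log2 fold changes of -0.43 and -0.79 did not pass limma's test, adjusted over all 16411 probes (adjusted p = 0.123 and 0.0567). The two-sided exact permutation test of each probe alone gave an unadjusted p = 0.0455 and 0.0303. These p-values are not on the same scale, so they are not in conflict. On both probes E16 array 80 was lowest, at 1049 and 313. Where these probes lie relative to the deleted exons is not known here, so they check neither the deletion nor the labels. Separately, the paper reports lower Pcdh19 mRNA in Tbr2 mutant cortex by RT-qPCR in Fig. 4f. For this Pcdh19 probe the paper lists Mut over Ctrl folds of 0.556 at E13 and 0.568 at E16. These are close to each other, so they give no sign that the fall from E13 to E16 depends on the mutation. From the reduced Pcdh19 of Tbr2 mutant IPs and the known part of this gene in the columnar arrangement of cells, the paper proposes that TBR2 regulates Pcdh19 expression in the developing cortex. It then tests this by chromatin binding, reporter assays, RT-qPCR and Western blot.

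**Figure D2:**
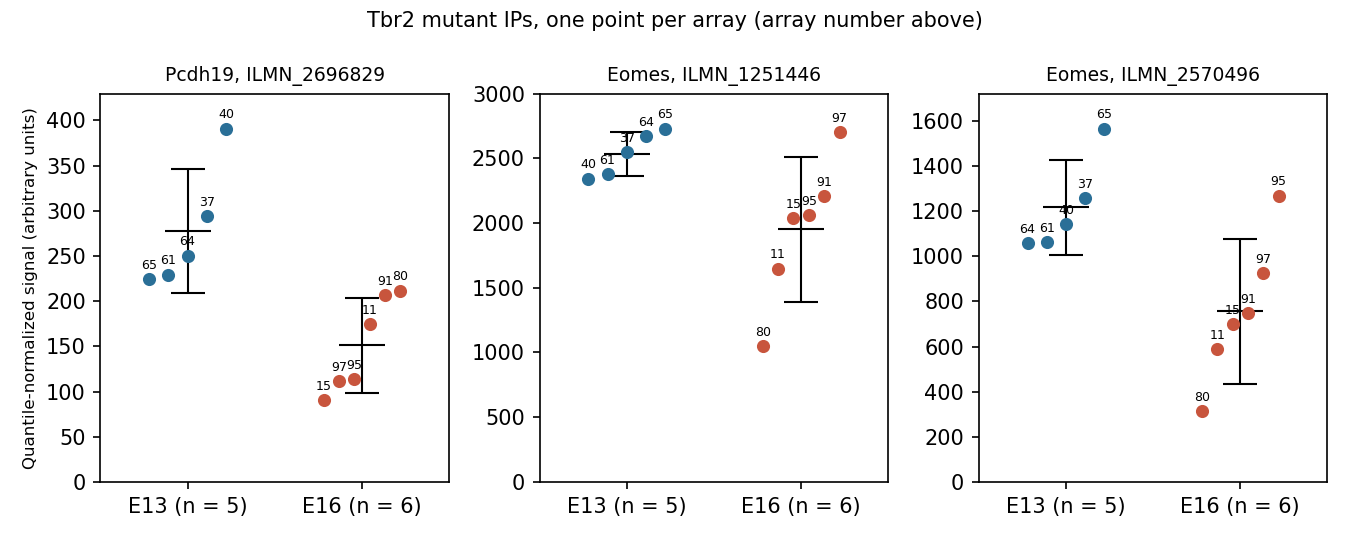
Quantile-normalized signal, in arbitrary units, of the Pcdh19 probe and both Eomes probes in Tbr2 mutant IPs at E13 and E16. Each point is an array with its number, and lines are the mean ± SD of 5 and 6 arrays. All E13 values of Pcdh19 lie above all E16 values, and those of Eomes overlap.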

Interestingly, we identified two prominent TBR2 binding peaks located in the proximity of the *Pcdh19* gene, one located upstream (Region 1) and the other downstream (Region 2) of its genomic locus (Fig. 4c). Notably, both binding regions are evolutionarily conserved, indicating their potential importance in regulating *Pcdh19* expression by TBR2.

**Fig. 4:**
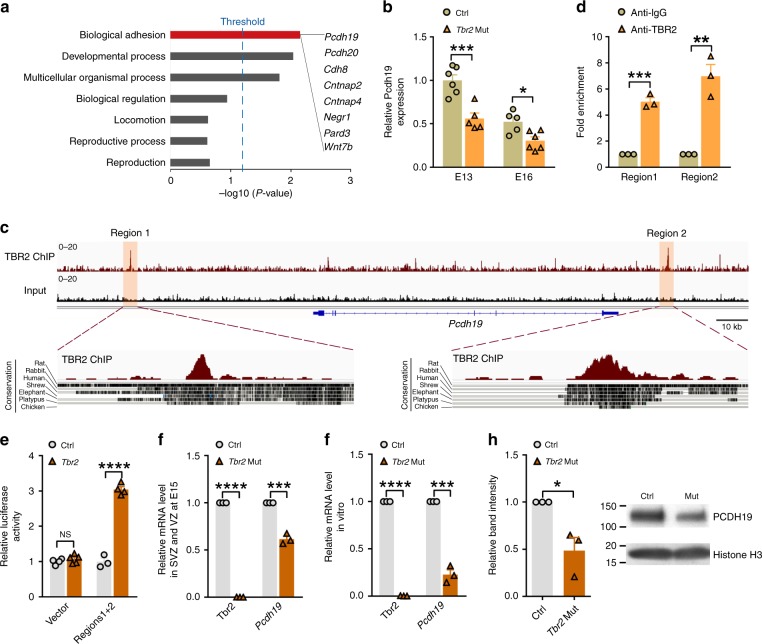
TBR2 regulates *Pcdh19* expression by two evolutionarily conserved binding sites. **a** Overrepresentation analysis of differentially expressed genes in the *Tbr2* Mut IPs compared with the control IPs based on microarray analysis. Threshold: Benjamini adjusted *p* value < 0.05. **b** Reduced *Pcdh19* expression in the *Tbr2* Mut IPs compared with the control at E13 and E16 based on microarray analysis (*n* = 5–6) (*P < 0.05, ***P < 0.001; two-way ANOVA, Benjamini Hochberg FDR used for *P* value adjustment). **c** Two evolutionarily conserved TBR2 binding sequences located upstream and downstream of *Pcdh19* based on ChIP-seq analysis in the E14 mouse cortex. The binding sequences 1 and 2 are highlighted (regions 1 and 2) and evolutionarily conserved regions are shown at the bottom. **d** The enrichment of TBR2-bound sequences 1 and 2 upstream and downstream of *Pcdh19* determined by ChIP-qPCR in the E14 mouse cortex (*n* = 3). **e** Increase in the relative luciferase activity driven by the TBR2 binding sequences 1 and 2 upstream and downstream of *Pcdh19* in the presence of TBR2 (*n* = 4). **f** Decrease in *Pcdh19* mRNA in the *Tbr2* mutant cortex at E15 compared with the control determined by RT-qPCR (*n* = 3). **g** Decrease in *Pcdh19* mRNA in the *Tbr2* mutant cortical neural progenitors cultured in vitro compared with the control determined by RT-qPCR (*n* = 3). **h** Decrease in PCDH19 protein expression in the *Tbr2* mutant cortical neural progenitors cultured in vitro compared with the control determined by Western blot (*n* = 3). Data are presented as mean ± SEM. (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; NS not significant; unpaired Student’s *t*-test)

To determine whether TBR2 does indeed bind to these two regions, we carried out ChIP-quantitative PCR (ChIP-qPCR) analysis using a TBR2 antibody in E14 mouse cortex and observed obvious enrichment of the two binding sequences near *Pcdh19* gene (Fig. 4d), suggesting that TBR2 binds to these two regions. To test whether TBR2 binds directly to these two regions and consequently regulates *Pcdh19* expression, we cloned these two binding regions into a luciferase reporter vector and examined TBR2 regulatory activity in cultured mammalian cells. We found that TBR2 strongly enhanced luciferase activity (Fig. 4e). Together, these results suggest that TBR2 binds to the genomic sequences located upstream and downstream of *Pcdh19* and promotes its expression in the developing cortex.

Consistent with this, we found that *Pcdh19* mRNA was significantly decreased in the *Tbr2* mutant embryonic cortex compared with the control, based on real-time quantitative reverse transcription-PCR (qRT-PCR) analysis (Fig. 4f). To further confirm the effect of TBR2 removal on PCDH19 expression, we isolated neural progenitor cells from E12 mouse cortex and prepared cultures in vitro. We found that *Pcdh19* mRNA and PCDH19 protein in the *Tbr2* cKO progenitor cell culture were significantly reduced compared with the control (Fig. 4g, h and Supplementary Fig. 12a, b). We also observed a reduction in PCDH19 expression in the SVZ of the *Tbr2* cKO cortex compared with the control at E15 (Supplementary Fig. 12c, d and Supplementary Fig. 13a, b). Collectively, these results strongly suggest that TBR2 regulates the expression of PCDH19 in the developing cortex.

### PCDH19 regulates neurogenesis and neuronal organization

We next examined the role of PCDH19 in controlling cortical neurogenesis and neuronal organization. We engineered four short hairpin RNAs (shRNAs) against mouse *Pcdh19* and evaluated their efficacy in suppressing PCDH19 expression. Of the four *Pcdh19* shRNAs, shRNA-4 exhibited the strongest suppression efficiency (Supplementary Fig. 14a). We then generated retroviruses expressing control or *Pcdh19* shRNA-4 together with EGFP, performed in utero intraventricular injection of low-titer retroviruses at E11, and examined the number and spatial distribution of individual excitatory neuron clones in the cortex at P21.

Compared with the control excitatory neuron clone, the excitatory neuron clone expressing *Pcdh19* shRNA-4 exhibited clear differences in both the number and spatial distribution of clonally related neurons (Fig. 5a, b). The number of neurons in the *Pcdh19* shRNA-4-expressing clone was significantly smaller than that in the control clone (Fig. 5c). This decrease was obvious for both superficial and deep layer neurons. Moreover, clonally related neurons in the *Pcdh19* shRNA-4-expressing clone were more laterally dispersed than those in the control clone, as evidenced by the significant increases in the pair-wise and maximal lateral, but not radial, distances (Fig. 5d–g). To confirm that the observed effects were attributable specifically to *Pcdh19* knockdown, we mutated the *Pcdh19* shRNA-4 sequence (shRNA-4^S^), which failed to suppress *Pcdh19* expression (Supplementary Fig. 14b, c). No obvious defects in neuronal production (Supplementary Fig. 14d–f) or spatial organization (Supplementary Fig. 14g–j) were observed in the *Pcdh19* shRNA-4^S^-expressing clones, suggesting that the defects observed in the *Pcdh19* shRNA-4 expressing clones are due to a selective suppression of PCDH19 expression. Notably, suppression of PCDH19 expression also led to an increase in the number of neurites in new-born neurons in the SVZ and IZ at the embryonic stage (Supplementary Fig. 15a, b), but not in mature neurons at P21 (Supplementary Fig. 15c–e). Together, these results suggest that suppression of PCDH19 expression causes a significant reduction in neuronal output by individual RGPs and a lateral dispersion of clonally related neurons in the cortex, mimicking the effects of TBR2 removal. Consistent with this, we observed a significant reduction in the number of TBR2^+^ IPs in the developing cortex expressing *Pcdh19* shRNA (Supplementary Fig. 16), indicating that suppression of PCDH19 expression results in a loss of IPs.

**Fig. 5:**
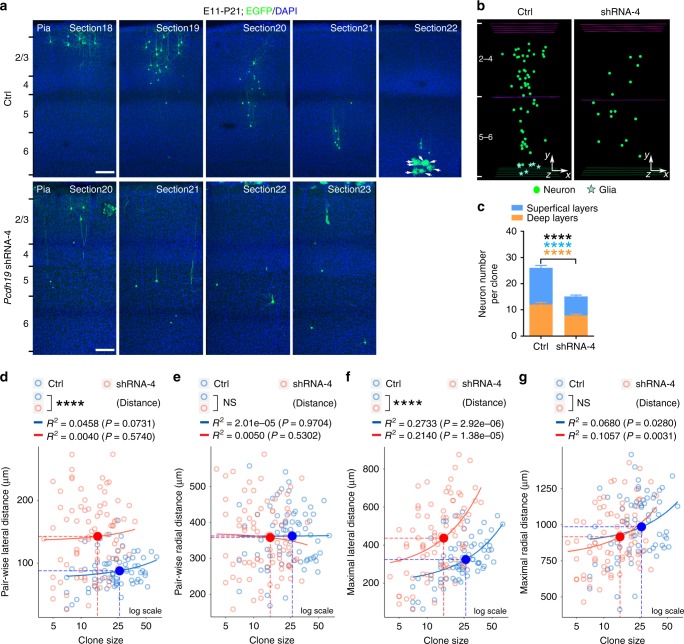
PCDH19 knockdown causes neuronal and lateral dispersion defects. **a** Representative confocal images of P21 excitatory neuron clones expressing EGFP and control shRNA (top) or *Pcdh19* shRNA-4 (bottom). Arrows indicate glial cells. Scale bars: 100 μm. **b** 3D reconstruction images of the control and *Pcdh19* shRNA-4 clones shown in (**a**). **c** Quantification of the number of neurons in individual clones expressing control (*n* = 71) or *Pcdh19* shRNA-4 (*n* = 81). **d**, **e** Quantification of the pair-wise lateral and radial distances between neurons in clones expressing control (*n* = 71) or *Pcdh19* shRNA-4 (*n* = 81). **f**, **g** Quantification of the maximal lateral and radial distances between neurons in clones expressing control (*n* = 71) or *Pcdh19* shRNA-4 (*n* = 81). Data are presented as mean ± SEM. (****P < 0.0001; NS not significant; unpaired *t*-test)

To further examine the role of PCDH19 in regulating cortical neurogenesis and neuronal organization, we engineered retroviruses to overexpress PCDH19 together with tdTomato as two separate proteins (Supplementary Fig. 17). We found that compared with the control, PCDH19 overexpression led to a significant increase in the number of excitatory neurons in individual clones labeled at E10-11 (Supplementary Fig. 17a–c). Moreover, clonally related neurons became more laterally clustered, as reflected in the significant decrease in the pair-wise and maximal lateral distances (Supplementary Fig. 17d–g). Interestingly, we also observed a significant increase in the synaptic connectivity between clonally related excitatory neurons overexpressing PCDH19 (Supplementary Fig. 18). Together, these results suggest that PCDH19 plays critical roles in regulating cortical neurogenesis and neuronal spatial and synaptic organization.

### PCDH19 rescues neurogenesis and spatial organization defects

We next examined the functional interaction between PCDH19 and TBR2. In particular, we tested whether PCDH19 expression could rescue the defects caused by TBR2 removal. To achieve this, we engineered retroviruses simultaneously expressing tdTomato/PCDH19/Cre as separate proteins and performed in utero intraventricular injection into the *Tbr2*^*fl/fl*^ mouse embryo at E10-11 (Fig. 6a). These retroviruses label excitatory neuron clones in the cortex with tdTomato while selectively deleting *Tbr2* and simultaneously expressing PCDH19 (Rescue). In these experiments, we also used retroviruses expressing tdTomato/Cre to label the *Tbr2* Mut clone and retroviruses expressing EGFP alone to label the wild type Ctrl clone. Brains were collected at P21 and individual excitatory neuron clones were recovered for systematic analysis.

**Fig. 6:**
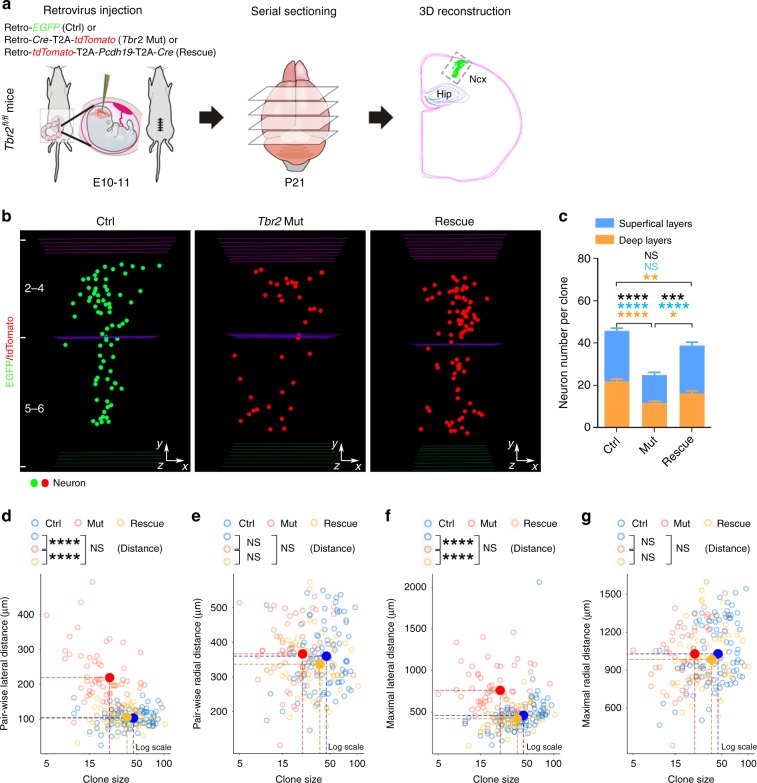
PCDH19 rescues the defects in clonal neuronal production and spatial distribution. **a** Schematic diagram of in utero intraventricular injection of low-titer retroviruses expressing EGFP (green, Ctrl), Cre/tdTomato (red, *Tbr2* Mut), or tdTomato/PCDH19/Cre (red, Rescue) into the *Tbr2*^*fl/fl*^ mice at E11. Brains were collected at P21 and subjected to serial sectioning and 3D reconstruction to recover individual clones in the cortex. **b** Representative 3D reconstruction images of control (left, green), *Tbr2* Mut (middle, red), and Rescue (right, red) clones. **c**, Quantification of the number of neurons in the control (*n* = 74), *Tbr2* Mut (*n* = 62), and Rescue (*n* = 53) clones. **d**–**g** Quantification of the pair-wise (**d** and **e**) and maximal (**f** and **g**) lateral and radial distances between neurons in control (blue, *n* = 74), *Tbr2* Mut (red, *n* = 62), and Rescue (yellow, *n* = 53) clones. Data are presented as mean ± SEM. (*P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; NS not significant; one-way ANOVA followed by Tukey’s test)

Consistent with our MADM results (Fig. 1), the Cre/tdTomato-expressing *Tbr2* Mut clone contained fewer excitatory neurons that were more laterally dispersed than the EGFP-expressing wild type Ctrl clone (Fig. 6b–g). Remarkably, we observed more neurons in the tdTomato/PCDH19/Cre-expressing (Rescue) clone than in the tdTomato/Cre-expressing (*Tbr2* Mut) clone (Fig. 6b, c). Moreover, clonally related neurons in the Rescue clone became less laterally dispersed than the *Tbr2* Mut clone, similar to the Ctrl wild type clone (Fig. 6b, d–g). Together, these results suggest that the defects in clone size and spatial distribution caused by TBR2 removal are largely rescued by simultaneous expression of PCDH19. The similar clonal phenotype between TBR2 removal and PCDH19 knockdown and the effective rescue of TBR2 removal phenotype by PCDH19 expression strongly suggest that PCDH19 functionally interacts with TBR2 in controlling the production and precise spatial organization of excitatory neurons in the cortex.

### PCDH19 restores preferential synaptic connectivity defect

Notably, as shown previously ^52^, PCDH19 was expressed in the cortex at the postnatal stage (Supplementary Fig. 12e and Supplementary Fig. 13c), when excitatory synapses actively form. In addition, we observed a clear reduction in PCDH19 expression in the postnatal *Tbr2* cKO cortex compared with the control (Supplementary Fig. 12e, f and Supplementary Fig. 13c, d). We next examined whether PCDH19 expression restores the preferential synaptic connectivity between clonally related excitatory neurons in the cortex lacking TBR2 by performing in utero injection of low-titer retroviruses expressing EGFP alone (Ctrl) or tdTomato/PCDH19/Cre (Rescue) into the *Tbr2*^*fl/fl*^ mouse embryo at E12-E13. After preparing acute cortical slices at P14–25, we carried out quadruple whole-cell recordings to examine the chemical synaptic connectivity between clonally related excitatory neurons and nearby non-clonally related excitatory neurons (Fig. 7a, c).

**Fig. 7:**
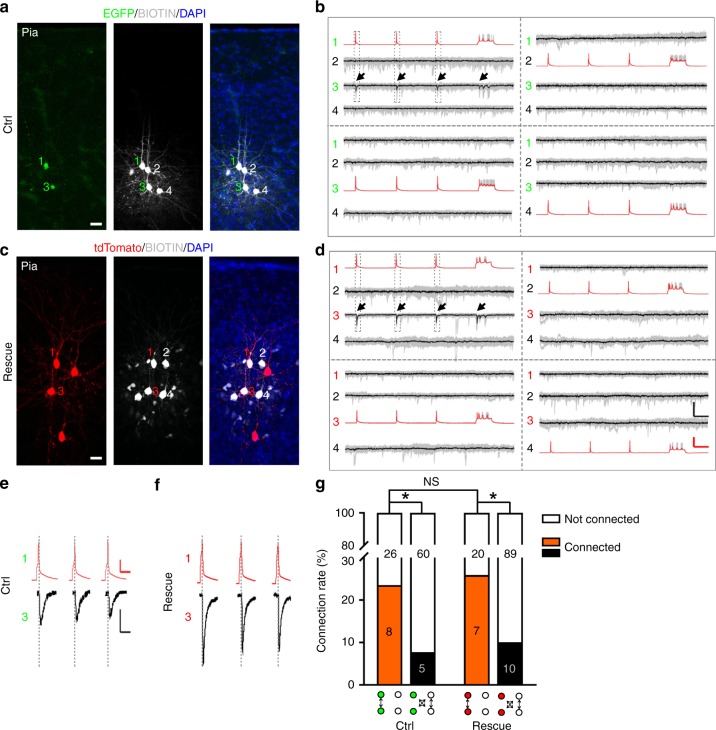
PCDH19 rescues the preferential chemical synaptic defect. **a**, **c** Representative confocal images of two radially situated sister excitatory neurons in a control clone expressing EGFP (1 and 3, green, **a**) or in a rescue clone expressing tdTomato/PCDH19/Cre (1 and 3, red, **c**) and two adjacent non-EGFP or non-tdTomato-expressing non-sister excitatory neurons (2 and 4) in the *Tbr2*^*fl/fl*^ mice. Scale bars: 50 μm. **b**, **d** Example traces of four excitatory neurons recorded in (**a**) and (**c**), respectively. Brief and long duration depolarizing currents were injected into one of the four neurons to elicit action potentials (presynaptic, red) and postsynaptic responses were monitored in the other three neurons. Individual traces are shown in gray and average traces are shown in black. Arrows indicate the reliable postsynaptic responses in control or rescue sister excitatory neuron 3 elicited by the presynaptic action potentials in control or rescue sister excitatory neuron 1. Scale bars: 100 mV (red), 20 pA (black), and 200 ms. **e**, **f** Zoom-in traces of the presynaptic action potentials and postsynaptic responses between EGFP-expressing control or tdTomato-expressing rescue sister excitatory neurons 1 and 3 in (**b**) and (**d**), respectively. Scale bars: 25 mV (red), 10 pA (black), and 25 ms. **g** Summary of the frequency of chemical synaptic connections between sister excitatory neurons and their nearby non-sister excitatory neurons in control and rescue clones. The numbers of the recorded pairs are shown in the bar graph (*P < 0.05; NS not significant; chi-square test)

As shown earlier (Fig. 3), EGFP-expressing control clonally related excitatory neurons displayed a strong propensity for developing chemical synapses with each other over nearby non-EGFP-expressing non-clonally related excitatory neurons in a similar spatial configuration (clonally related: ~23.5%, 8 out 34 pairs; non-clonally related, ~5.9%, 5 out of 65 pairs) (Fig. 7b, e, g left), suggesting preferential synaptic connectivity between clonally related excitatory neurons in the cortex. Notably, tdTomato/PCDH19/Cre-expressing clonally related excitatory neurons expressing PCDH19 with simultaneous *Tbr2* deletion exhibited a similar propensity for developing chemical synapses with each other over nearby non-clonally related excitatory neurons (clonally related: ~25.9%, 7 out of 27 pairs; non-clonally related: ~4.9%, 10 out of 99) (Fig. 7d, f, g right). Together, these results suggest that PCDH19 expression restores the preferential synaptic connectivity between clonally related excitatory neurons disrupted by TBR2 removal.

## Discussion

Proper production and precise structural and functional organization of neurons are two fundamental aspects of mammalian cortical development and evolution. In this study, we employed MADM and performed an in-depth quantitative clonal analysis of the neural output of individual RGPs in the absence of TBR2. We found that removal of TBR2 leads to a substantial (~30–40%) reduction in the neuronal, but not glial, output of individual RGPs. Moreover, the reduction is significant and similar for both deep and superficial layer neurons. These results provide clear quantitative clonal evidence for TBR2^+^ IPs contributing to the generation of neurons across the deep and superficial layers, as suggested by previous studies^27–30^.

A prior lineage tracing study using the *Tbr2-Cre* knock-in mouse line showed that TBR2^+^ IPs contribute ~70–80% of cortical excitatory neurons in both deep and superficial layers^29^. Should TBR2 removal lead to a switch from indirect neurogenesis (~2 neurons) to direct neurogenesis (1 neuron), one would expect a ~30–40% reduction of excitatory neurons in the cortex, as our clonal analysis data demonstrated. These results are consistent with a recent embryonic MADM study showing that the average neuronal output of individual TBR2^+^ IPs is ~2.3 excitatory neurons^53^. Notably, a substantial population of dividing cells remains in the SVZ of the *Tbr2* mutant cortex, indicating the possible existence of non-TBR2^+^ IPs. It is unclear whether this is due to a compensatory regulation upon TBR2 removal. Nonetheless, at least ~70–80% of cortical excitatory neurons go through a stage of TBR2 expression, raising the possibility that TBR2 may regulate neuronal differentiation and organization in addition to supporting indirect neurogenesis via IPs.

Interestingly, we found that individual cortical excitatory neuron clones lacking TBR2 are not only smaller, but also more laterally dispersed. This lateral dispersion of clonally related neurons is not simply due to a decrease in neuronal number, as the dispersion is similar and evident for clones of different sizes. Notably, newborn neurons in the *Tbr2* mutant clone grow more neurites than the control, which likely contributes to abnormal migration and distribution of the clone, as suggested by previous studies^44,45^. Moreover, the preferential chemical synapse formation between clonally related neurons is also impaired. These results suggest that TBR2 not only regulates the number, but also controls the fine-scale spatial distribution and synaptic connectivity of excitatory neurons in the cortex. Notably, the lateral dispersion of the *Tbr2* mutant clone can be observed at P5–7, prior to the abundant formation and detection of preferential chemical synapses between clonally related excitatory neurons^34^. Given that neuronal migration and positioning affect preferential electrical synapse formation^38^, which regulates subsequent chemical synapse development^35^, it is possible that the two aspects of defects caused by TBR2 removal are related. Together, our data suggest that neuronal production and fine-scale structural and functional neuronal organization are highly coordinated in the mammalian cortex. Such coordination would be essential to cortical expansion during evolution. We did not observe any obvious change in glial cell output by individual RGPs in the absence of TBR2. This is consistent with the lineage tracing analysis using *Tbr2-Cre* which showed that TBR2^+^ IPs do not produce astrocytic cells in the neocortex^29^.

TBR2 is a transcription factor originally found to be required for mesoderm differentiation^54^. While it has been well-established to be a marker of IPs in the developing cortex, the molecular mechanisms related to its function in regulating cortical neurogenesis and development remain largely undefined. In human embryonic stem cells (hESCs), down-regulation of the pluripotency factors such as SOX2 and OCT4 induces the expression of TBR2, which in turn further represses the expression of pluripotency markers and drives differentiation^55^. In this context, TBR2 is found to be required for early embryonic expression of a number of genes, including *PDGFR*α and *Pcdh19*. Interestingly, our analysis of differential gene expression between wild type and TBR2-lacking IPs in the embryonic mouse cortex also identified *Pcdh19* as a primary TBR2 regulated gene. Based on the previously published ChIP-seq data in the embryonic mouse cortex^51^, we identified two TBR2 binding sequences located upstream and downstream of *Pcdh19* that were capable of mediating TBR2-dependent gene expression. Consistent with the notion that TBR2 regulates the expression of PCDH19 in the developing mouse cortex, TBR2 removal leads to a decrease in *Pcdh19* transcript and PCDH19 expression in cortical progenitors in culture and in vivo. Collectively, these results suggest that *Pcdh19* is a bone fide downstream target of TBR2. Remarkably, we found that *Pcdh19* knockdown results in a similar phenotype to *Tbr2* deletion. Compared with the control clone, the *Pcdh19* knockdown clone is smaller in size and more laterally dispersed. The *Pcdh19* knockdown neurons also exhibit a transient increase in the number of neurites at the embryonic stage. Moreover, *Pcdh19* overexpression leads to opposite phenotypes to *Tbr2* deletion—an increase in clonal size and lateral clustering of clonally related neurons. Furthermore, simultaneous expression of PCDH19 largely rescues the defects of clones lacking TBR2, including size, spatial distribution, and preferential synaptic connectivity. We observed more complete rescue of superficial layer neuron production than deep layer neuron production, likely reflecting the timing of PCDH19 expression with regard to TBR2 removal and deep versus superficial layer neuron generation. These results strongly suggest that TBR2 functions through PCDH19 in coordinating the production and precise structural and functional organization of cortical excitatory neurons. It is important to note that, while TBR2 is preferentially expressed at the embryonic stage, PCDH19 is persistently expressed at the postnatal stage and contributes to synapse development. Moreover, the postnatal expression of PCDH19 is reduced in the *Tbr2* mutant cortex, indicating that PCDH19 expression can be indirectly regulated by TBR2, likely via other TBR2 targets. The persistent expression of PCDH19 likely coordinates TBR2 functions in regulating neuronal production at the embryonic stage and neuronal spatial and synaptic organization at the postnatal stage. However, given the temporal difference and distinct nature of the underlying cellular processes, the mechanisms by which PDCH19 governs these processes may be different.

PCDH19 is a non-clustered δ2-type Protocadherin^47^. Previous studies showed that δ-PCDHs can mediate Ca^2+^-dependent hemophilic cell-cell adhesion^47^. Even though their binding strength appears to be much weaker than that of the classic Cadherins, they likely play an important role in intercellular regulation. Consistent with this, PCDH19 has been found to influence neuronal migration in vitro and control cell sorting in the zebrafish optic tectum as well as in the mouse cortex^48–50,56^. Consistent with its role in controlling cell sorting and positioning, we found that removal of PCDH19 or TBR2 causes excessive lateral dispersion of neuronal clones in the cortex. While the precise expression pattern of PCDH19 in individual neuronal clones remains to be determined, our data suggest that PCDH19 functions downstream of TBR2 in controlling fine-scale neuronal positioning in the mammalian cortex. The precise positioning of individual neurons likely involves intra-clonal as well as inter-clonal neuronal interactions that depend on PCDH19 expression.

PCDH19 has also been shown to interact heterotypically with other non-clustered PCDHs and contribute to adhesion specificity in a combinatorial manner^49^. Cells can vary the number of δ-PCDHs expressed, the level of surface expression, and which δ-PCDHs are expressed^57^. This raises the possibility that PCDH19 may directly affect intercellular interaction and synapse development of cortical neurons. Interestingly, PCDH19 expression restores the preferential synaptic connectivity between clonally related excitatory neurons in the absence of TBR2. Notably, human *PCDH19* mutations have been linked to early onset epilepsy and intellectual disability in females^58–60^. Our data show that PCDH19 regulates fine-scale cortical neuronal connectivity, which would contribute to abnormal brain activity and epilepsy in disease conditions.

Structural malformations of the cortex including focal dysplasia, thickening, and abnormal folding have also been observed in human patients with *PCDH19* mutations^61^. In addition to neuronal distribution and synaptic connectivity, our data suggest that PCDH19 also influences neuronal production at the clonal level. Human patients carrying *PCDH19* mutations occasionally exhibit microcephaly^60^. Given that the systematic *Pcdh19* knockout mice did not exhibit any obvious defects in the cortex^56^, the function of PCDH19 on neurogenesis likely relies on its mosaic expression as well. Notably, a recent study showed that PCDH19 in human pluripotent stem cells is localized at the spindle poles during mitosis and co-localizes with N-Cadherin and ZO-1 at the lumen of the neural rosette^62^, indicating that PCDH19 may regulate progenitor cell polarity, organization, and division. PCDH19 likely also influences progenitor-progenitor interaction and consequently cell signaling linked to progenitor behavior regulation. Along this line, PCDH19 removal has recently been shown to promote neural progenitor cell differentiation and neurogenesis (i.e., premature loss of progenitor cell fate)^63^. This is consistent with a reduction in the *Tbr2* mutant clone size that we observed. It is worth noting that TBR2 regulates the expression of other target genes as well^51^, which likely contributes to its function in controlling cortical neurogenesis and neuronal organization.

In summary, our study demonstrates a previously unappreciated function of TBR2 together with PCDH19 in coordinating the production and fine-scale spatial and synaptic organization of excitatory neurons in the cortex. TBR2^+^ IPs play a crucial role in cortical evolution and expansion. While present in the developing dorsal cortex of reptiles, such as turtles, they are relatively scarce and not organized into a discrete SVZ^23^. The abundance and organization of TBR2^+^ IPs has been postulated to drive the radial expansion of the forebrain from a three-layered cortex characteristic of the reptiles to the six-layered neocortex in the mammals^30,64^. The coordinated regulation of increased neurogenesis and precise spatial and synaptic organization of neurons by TBR2 and PCDH19 is likely essential for the structural and functional evolution of the cortex.

## Methods

### Mice

*MADM-11*^*GT*^ and *MADM-11*^*TG*^ mice were produced as previously described^42^. *Emx1-CreER*^*T2*^^41^ and *Tbr2*^*flox/flox*^ (*Tbr2*^*fl/fl*^) mice^39^ were kindly provided by Dr. Nicoletta Tekki-Kessaris and Dr. Anna-Katerina Hadjantonakis, respectively. For MADM labeling, *Emx1-CreER*^*T2*^*;MADM-11*^*GT/GT*^*;Tbr2*^*fl/+*^ mice were crossed with *MADM-11*^*TG/TG*^*;Tbr2*^*fl/fl*^ mice. *Emx1-Cre* mice^43^ were obtained from The Jackson Laboratory (#005628) and crossed with *Tbr2*^*fl/fl*^ to generate cortical *Tbr2* knockout mice. The vaginal plug date was designated as E0, and the birth date was defined as P0. All mouse experiments were performed in accordance with the protocol approved by the Institutional Animal Care and Use Committee of Memorial Sloan Kettering Cancer Center (MSKCC).

### Retrovirus and in utero intraventricular injection

*EGFP, Cre*-T2A-*tdTomato*, *tdTomato*-T2A-*Pcdh19*-T2A-*Cre*, and *Pcdh19*-T2A-*tdTomatto* were inserted into the pUX retroviral vector^65^. Mouse *Tbr2* cDNA was inserted into pCMV vector (Clontech) for luciferase assay. shRNAs against *Pcdh19* were cloned into the pUEG retroviral vector^65^. The *Pcdh19* shRNA sequences were *Pcdh19* shRNA-1, 5′-AATTGACCCACACAGCGGCCT-3′; *Pcdh19* shRNA-2, 5′-AATTATCAACCTCCTGTCGGT-3′; *Pcdh19* shRNA-3, 5′-AACAACACTCCTGGTGCCTAT-3′; *Pcdh19* shRNA-4, 5′-AAGACATCTCTCTCTGCTTCT-3′ (Supplementary Data 3). Retrovirus were produced by co-transfection of retroviral vectors, envelope and packaging plasmids into HEK293T cells followed by ultracentrifugation for viral particles collection^38^. The titer of retrovirus used for clonal labeling was 4~5 × 10^6^ infectious unit per mL, estimated by infecting HEK293T cells with serially diluted retrovirus. Retrovirus with 1% fast green (2.5 mg/mL, Sigma) was injected into the embryonic cerebral ventricle through a beveled, calibrated glass micropipette (Drummond Scientific). For in utero electroporation, 1–1.5 μL of plasmids (2–3 μg/μL) mixed with fast green were injected into the lateral ventricle. Electroporation was carried out using an electroporator (BTX ECM830) (5 pulses; ~40 Volts, 50 ms duration, 950 ms interval). After injection and/or electroporation, the uterus was placed back in the abdominal cavity and the wound was surgically sutured. After surgery, the animal was placed in a recovery incubator under close monitoring until it fully recovered.

### Cell culture and transfection

HEK 293T cells were cultured in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum (FBS), non-essential amino acids, and penicillin/streptomycin in a 37 °C, 5% CO_2_ incubator. The cells were plated and cultured overnight before plasmid transfection. Transfection was performed using Lipofectamine 3000 according to the manufacturer’s instructions. Primary neural progenitor cells were isolated from E12 mouse embryonic cortex and cultured in ultra-low attachment surface dishes (Corning) as neurospheres to expand the NPCs^66^. The neurospheres were collected for western blotting and quantitative real-time polymerase chain reaction (RT-qPCR) after 3–4 days in culture. The primary cells dissociated from neurospheres were plated onto dishes coated with Poly-L-ornithine and laminin in neural stem cell basal medium supplemented with 10 ng/ml bFGF and 10 ng/ml EGF and cultured for 24 h before immunocytochemistry.

### Tamoxifen induction

For clone induction, pregnant mice were injected intraperitoneally with tamoxifen dissolved in corn oil at E10, E11, E12, or E13 at a dose of 25–50 mg/kg of body weight. Live embryos were recovered at E19 through cesarean section, fostered, and raised for further analysis. Brains were collected at postnatal stage for further analysis.

### Immunohistochemistry and 3D reconstruction

The mice were perfused with phosphate buffered saline (PBS, pH 7.4), followed by 4% paraformaldehyde (PFA) in PBS. Brains were removed and fixed at 4 °C. Serial coronal sections of individual brains were prepared using a vibratome (Leica) and subjected to immunohistochemistry. Brain sections or cell cultures were blocked in 10% horse serum containing 0.5% Triton X-100 for 1 h at room temperature (RT). Primary antibody incubation was subsequently performed overnight at 4 °C, followed by secondary antibody incubation at RT for 1 h (cultured cells) or 2 h (brain sections). The primary antibodies used were chicken anti-GFP (Aves lab, GFP-1020, 1:1000), rabbit anti-RFP (Rockland, 600–401–379, 1:1000), rabbit anti-PCDH19 (Thermo, PA5-55648, 1:50), rabbit anti-S100 (DAKO, Z0311, 1:500), rabbit anti-OLIG2 (Millipore, ab9610, 1:500), rabbit anti-Histone H3 (CST, 4499, 1:1000), rabbit anti-Cleaved Caspase-3 (CST, 9664, 1:500), rabbit anti-CUX1 (Santa Cruz, sc-13024, 1:100), rat anti-KI67 (Thermo, 14-5698-82, 1:100), rat anti-TBR2 (Thermo, 14-4875-82), rat anti-CTIP2 (Abcam, ab18465, 1:500), goat anti-FOXP2 (Santa Cruz, sc-21069, 1:100), goat anti-BRN2 (Santa Cruz, sc-6029, 1:200), and mouse NEUN (Millipore, MAB377, 1:100).The secondary antibodies were used: goat anti-chicken IgY (H + L) 488 (Thermo, A11039, 1:100), donkey anti-rabbit IgG (H + L) Cy3 (Jackson ImmunoResearch, 711-165-152, 1:1000), goat anti-rat IgG (H + L) 647 (Thermo, A21247, 1:1000), donkey anti-rat IgG (H + L) Cy3 (Jackson ImmunoResearch, 712-165-150, 1:1000), donkey anti-rat IgG (H + L) 488 (Thermo, A21208, 1:1000), donkey anti-goat IgG (H + L) 488 (Thermo, A32814, 1:1000), goat anti-mouse IgG1 488 (Thermo, A21121, 1:1000). Nuclei were counterstained with DAPI (Sigma, D9542, 1:1000). All images were obtained using a confocal microscope (FV1000, Olympus). Z-series images were taken at 1.5–2.5 μm steps and analyzed using FluoView (Olympus), Volocity (ImproVision), Image J (NIH), and Photoshop (Adobe).

For 3D reconstruction, each section was analyzed sequentially from the rostral to the caudal end using Neurolucida and Stereo Investigator (MBF Bioscience). Individual labeled neurons and glia were distinguished based on their morphology and represented as colored dots or stars, respectively. Layer boundaries based on nuclear staining were traced and aligned. Cortical areas were identified using the Allen Brain Atlas. The neuronal position and distribution were analyzed using Neurolucida (MBF Bioscience), MATLAB (MathWorks), and R-Studio (RStudio). The neuronal morphology was further quantified with Sholl analysis using Neurolucida and Stereo Investigator (MBF Bioscience).

### Fluorescence in situ hybridization (FISH)

The FISH was performed on the frozen brain sections using the *Pcdh19* probe (Mm-*Pcdh19*-C1, 417361, Advanced Cell Diagnostics) and RNAscope Fluorescent Multiplex Reagent Kit (Advanced Cell Diagnostics, 320850) according to the vendor protocols (Advanced Cell Diagnostics 320535 and 320293-UM). In brief, the mice were perfused with RNase free PBS and 4% PFA in RNase free PBS. Brains were removed and fixed overnight with 4% PFA in RNase free PBS at 4 °C. After dehydration with 30% sucrose in RNase free PBS for 48 h at 4 °C, the brains were embedded in OCT compound (Sakura, 4583) and frozen. The frozen brains were cut coronally at 10 μm thickness. The brain sections were boiled with target retrieval reagent (Advanced Cell Diagnostics, 322000) for 5–6 min at 100 °C, after wash with distilled water (Thermo, 10977023) and 100% ethanol (Fisher, BP28184) then incubated with protease IV (Advanced Cell Diagnostics, 322340) for 30 min at 40 °C. After wash with distilled water (Thermo, 10977023), *Pcdh19* probe was added to sections then incubated for 2 h at 40 °C. Sequentially incubated with AMP1 (30 min, 40 °C), AMP2 (15 min, 40 °C), AMP3 (30 min, 40 °C), AMP4-B (15 min, 40 °C), sections were washed with the wash buffer (Advanced Cell Diagnostics, 310091) between two incubation. Nuclei were counterstained with DAPI. All images were obtained using a confocal microscope (FV1000, Olympus). Z-series images were taken at 1.5 μm steps and analyzed using FluoView (Olympus), Volocity (ImproVision), Image J (NIH), and Photoshop (Adobe).

### Real-time polymerase chain reaction (RT-PCR) analysis

Total RNA was extracted from brain tissue or cultured cells using the RNeasy Micro Kit (QIAGEN), according to the manufacturer’s directions. Complementary DNA was reverse-transcribed from total RNA samples using the QuantiTect Rev. Transcription Kit (QIAGEN). Quantitative real-time PCR was performed using the PowerUp™ SYBR® Green Master Mix (Thermo) in 20 μL of reaction mixture on a StepOnePlus™ Real-Time PCR system (Applied Biosystems). The primer sequences for *β-Actin* (Forward, 5′-GGCTGTATTCCCCTCCATCG-3′; Reverse, 5′-CCAGTTGGTAACAATGCCATGT-3′), *Tbr2* (Forward, 5′-CCACGTCTACCTGTGCAACC-3′; Reverse, 5′-GAAATCTCCTGCCTCATCCA-3′), and *Pcdh19* (Forward, 5′-TGGCAATCAAATGCAAGCGT-3′; Reverse, 5′-ACCGAGATGCAATGCAGACA-3′) were previously published (Supplementary Data 3)^56,67^. The relative amount of each mRNA was determined by the 2^−ΔΔCT^ method^68^. All qRT-PCR studies were repeated at least three times in triplicate for each sample.

### Chromatin immunoprecipitation qPCR (ChIP-qPCR)

Chromatin immunoprecipitation (ChIP) was performed using ChIP kit according to the manufacturer’s instructions (Abcam). Briefly, E14 mouse embryonic neocortex was dissociated by incubation with Accutase (Thermo). The primary cells were fixed in 1% formaldehyde and cross-linked cell lysates were sheared by sonication to generate chromatin fragments with an average length of 400–850 bp. Complexes containing the target were then immunoprecipitated using the specific antibody (rabbit anti-TBR2, Abcam, ab23345; rabbit anti-IgG, Abcam, ab171870) overnight at 4 °C. On the next day, the antibody-chromatin complexes were incubated with protein A beads for 1 h at 4 °C. After extensive steps, the genomic DNA extraction was purified. Samples were subjected to qPCR using specific primers on a StepOnePlus™ Real-Time PCR system (Applied Biosystems). The specific primers for real-time qPCR detection used were: region1-F: 5′-GCAAACACACCCTGATTTCCC-3′, region1-R: 5′-TGAGCTGGGATGGATCAACA-3′; region2-F: 5′-TCCAGGAAGCAATCTGGTGA-3′, region2-R: 5′-AGCTGGGGCTGTTAGTTTCA-3′ (Supplementary Data 3). Fold enrichment was calculated as described previously^69^.

### Luciferase assays

The TBR2 binding fragments (region 1 and region2) upstream and downstream of *Pcdh19* were PCR amplified and cloned into the pGL3 luciferase reporter vector (Promega). The amplification primer sequences for the two regions were Region1-F: 5′-TTGTGCTGGCTATTTGCCTT-3′, Region1-R: 5′-TTATTACCTTTCAGCTTGTT-3′; Region2-F: 5′-ACTCTACATTAGCAGGTTTG-3′, Region2-R: 5′-TATGACAATTGAACATTAAT-3′ (Supplementary Data 3). HEK293T cells were seeded into 96-well plates and cotransfected with the luciferase reporter vectors and *Tbr2* expression plasmid. Around 48 h after transfection, cells were harvested for luciferase assay using the Dual-Glo Luciferase Reporter Assay System (Promega) according to the manufacturer’s instructions.

### Microarray analysis

FACS isolation, RNA extraction, and microarrays were performed as described previously^70^. Data for *Tbr2* cKO mice include five biological replicates for E13 and six for E16 (from three different litters) (GEO accession number: GSE121180). 

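The 5 E13 and 6 E16 arrays separated by stage: the first principal component, with 38.2% of the variance, held all E13 arrays on one side and all E16 arrays on the other. Arrays of 1 stage correlated at 0.954 to 0.985 on the log2 scale, and arrays of different stages at 0.931 to 0.969. Genes of other cell types stood out on E13 array 64, where the mean log2 score of 8 erythroid genes was 9.06, against 4.60 to 4.89 on the other E13 arrays, and that of 16 endothelial and pericyte genes was 6.23, against 4.47 to 4.54. The embryonic globin Hbb-y (ILMN_3141257) reached a signal of 10220 there. Interneuron genes had a score of 7.64 there with all 15 detected, against 4.73 to 5.66 and at most 11 detected on the other E13 arrays, and radial glial genes one of 8.38, against 7.24 to 7.78. Microglial and meningeal genes were higher there too, with scores of 5.13 and 5.97. On E16 array 97 the erythroid score was 5.87, against 4.67 to 5.09 on the other E16 arrays. Xist, the RNA of the inactive X chromosome, was detected by at least 3 of its 4 probes on 2 E13 and 5 E16 arrays, so that the share of arrays with it differed between the stages. The median signal of the tested probes ranged from 266 to 334 at E13 and from 181 to 422 at E16.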

The data from corresponding control littermates were published previously^70^ (GEO accession number GSE45450). Background-subtracted signal intensity for the detected probes (detection *P* < 0.05) was used for analysis. Probes detected in all arrays were considered during analysis. 

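Requiring detection on all arrays leaves out probes detected at 1 stage alone in the Tbr2 mutant IPs. Detected on every E13 array and on no E16 array were 67 probes, among them those of the homeobox gene Dbx1, with a mean signal of 229 at E13 and 8.22 at E16, and the transcription factor gene Tfap2b, with 103 and 10.2. Detected on every E16 array and on no E13 array were 33 probes, among them those of Cldn3, a tight junction claudin, with 153 at E16 and 2.79 at E13, and Dsg2, a desmosomal cadherin, with 66.5 and -1.81. Set against the lowest signals of detected probes, Dbx1 was at least 12.7-fold higher at E13 and Cldn3 at least 7.99-fold higher at E16. Dynlrb2, Tmem255a and Akr1b8 were likewise detected at E13 alone, and Grid2ip, Zfp385b and a probe of Cacng5 (ILMN_2725698) at E16 alone. Another Cacng5 probe (ILMN_2812240) was detected at both stages and had a log2 fold change of 3.36 (adjusted p = 3.3e-05 from limma). A Cux2 probe (ILMN_1248236) was likewise detected at E16 alone, while another (ILMN_1234471) had a signal of 517 at E13, so detection of 1 probe does not show that a gene was off. These counts come from no test, and without E13 array 40 and E16 array 80 they were 105 and 52.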

Further, outlier probes were removed and data were quantile-normalized. Differential expression was determined using two-way ANOVA. FDR (Benjamini-Hochberg) method of multiple testing correction was used for determining adjusted *p*-values. Probes for which the differences between groups were >1.5-fold and with adjusted *p*-value < 0.05 were considered differentially expressed.

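At these thresholds 1848 of 16411 probes changed between E13 and E16 in the Tbr2 mutant IPs, with 848 higher at E16 and 1000 higher at E13. The changes named next are the largest among called probes with a gene symbol, clone names aside, and no overlap between the stages. Largest among the falls was Dlk1, an imprinted Notch ligand-like gene, with a log2 fold change of -5.29 (adjusted p = 6.1e-07 from limma). It was followed by Nxph1 with -3.72, the homeobox genes Lhx1, Uncx and Lhx9 with -3.62, -3.43 and -3.31, and the cell cycle inhibitor Cdkn1a with -3.26. The largest rises were in Cacng5, named above, and the repressor Bcl6, with a log2 fold change of 3.74 (adjusted p = 6.2e-06 from limma), Abcc8, a subunit of potassium channels, with 3.19, and Tfap2d with 3.15. E13 array 40 lay apart from its stage for Dlk1, below it, and for Bcl6, above it, which brings the stages closer for both. Of all tested probes, 1924 had no overlap between the stages, where chance gives 0.433% of probes.
Of 16 G2/M genes 15 were lower at E16, Birc5 and Nusap1 with log2 fold changes of -1.65 and -1.65, and of 23 DNA replication genes 10 were lower, Rrm2 with -1.16 and Lig1 with -0.92 (15 and 11 adjusted over the list alone). As sets both were lower (adjusted p = 1.3e-14 and 4.3e-09 from camera); with an estimated correlation the adjusted p was 0.181 and 0.193. Of 17 intermediate progenitor genes 6 were lower, among them the Notch ligands Dll3 and Dll1 at -1.64 and -1.24, and 1 was higher, Sstr2 at 1.08, a call lost in 12 of 25 settings with an adjusted p up to 0.175 (7 and 1 adjusted over the list alone; adjusted p = 0.00109 from camera, and 0.226 with an estimated correlation). Of 13 Notch pathway genes 4 were lower, Hey1 at -1.27 and again Dll3 and Dll1 among them (4 adjusted over the list alone). The Notch set had an adjusted p = 0.0447 from camera, and 0.196 with an estimated correlation, but lost its call in 11 of 26 settings. Its adjusted p from camera was 0.0679 with the unmoderated test of stage, 0.109 without E13 array 64 and 0.0953 without E16 array 11. It was 0.0527 without E16 array 15 and 0.0529 without E16 array 80, and ran from 0.0133 to 0.208 over all settings. Of 11 Cajal-Retzius and cortical hem genes 7 were lower (9 adjusted over the list alone; adjusted p = 2.7e-05 from camera, and 0.181 with an estimated correlation).
Of 26 synapse genes 8 were higher at E16 and none was lower, the glutamate receptor genes Gria2 and Grin2b with log2 fold changes of 1.81 and 1.49 (8 adjusted over the list alone; Gria2 was lowest on E13 array 37, apart from its stage; adjusted p = 0.00188 from camera, and 0.181 with an estimated correlation). Of 17 genes of newborn and migrating neurons 6 were higher, Mef2c at 1.50 and Ncam1 at 1.12, with an adjusted p of 0.0594 with no detection filter (6 adjusted over the list alone; adjusted p = 0.0219 from camera, and 0.196 with an estimated correlation), and with median scaling that p was 0.053. Of 10 superficial layer genes 5 were higher, Cux2 at 1.53, with E13 array 65 apart below its stage, and Pou3f1 at 1.29, and 1 was lower, Plxnd1 at -1.31, a call lost in 13 of 25 settings with an adjusted p up to 0.191 (5 and 1 adjusted over the list alone; adjusted p = 0.0213 from camera, and 0.202 with an estimated correlation). Cholesterol synthesis genes were lower as a set with 1 of 16 called, Ebp at -0.66 (1 adjusted over the list alone). The set had an adjusted p = 0.0167 from camera, and 0.226 with an estimated correlation. Neuronal genes were bright at both stages, Rbfox3 with a signal of 7134 at E13 and 5025 at E16, and Bcl11b with 7487 and 7310. Each array averages over all sorted cells. The list changes therefore do not separate a change within IPs from a changed mix of sorted cells, which was not tested.

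**Figure D3:**
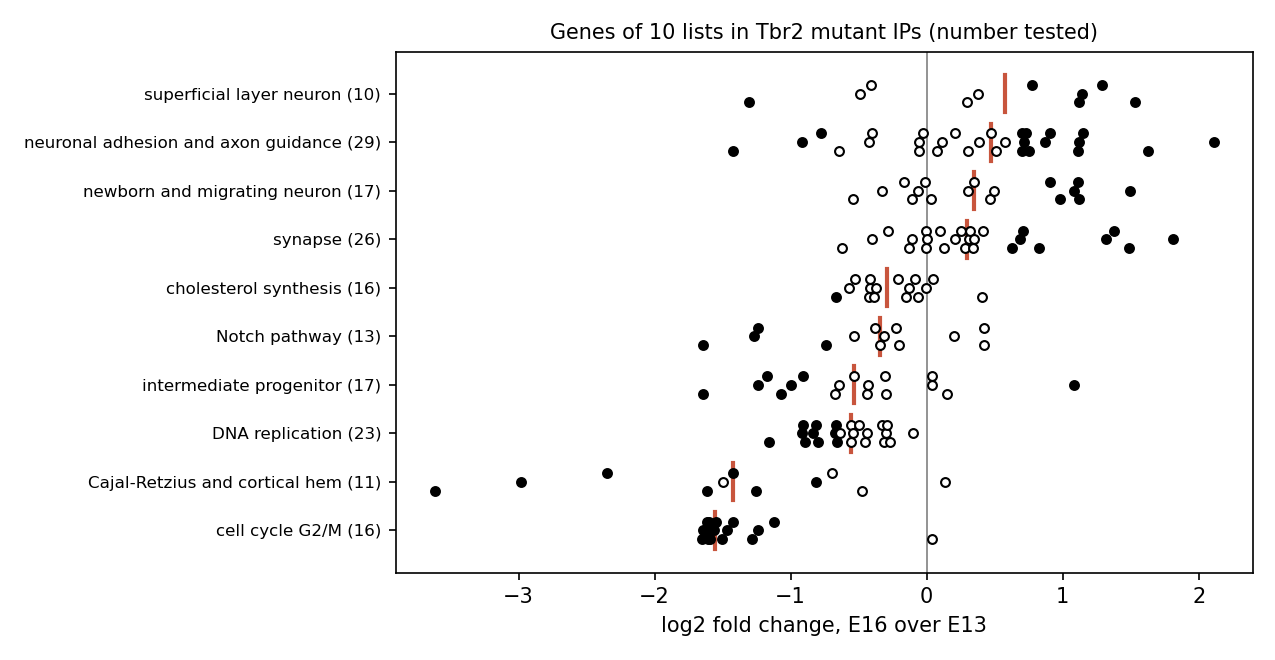
Log2 fold change of E16 over E13 for the genes of 10 lists in Tbr2 mutant IPs, with the number tested in brackets. Filled points passed the test, open points did not, and red bars are medians. Of the G2/M genes 15 of 16 lie below 0.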

DAVID (the Database for Annotation, Visualization and Integrated Discovery)^71^ version 6.7 was used for overrepresentation analysis. The common set of differentially expressed probes of E13 (Mut versus Ctrl) and E16 (Mut versus Ctrl) were used as input. The entire probe-set used for statistical analysis were listed as background. Benjamini adjusted *p*-value < 0.05 was considered significant.

### Western blotting assay

Protein was isolated from cultured cells with RIPA lysis buffer supplemented with protease inhibitor (Roche). The homogenates were centrifuged at 17,000 × *g* for 20 min at 4 °C. The supernatants were collected, and protein concentration was measured with the BCA kit (Thermo). Protein samples were run on 10% SDS-PAGE gels (BioRad) and transferred to PVDF membranes (Millipore). The membranes were blocked with 5% bovine serum albumin (BSA) dissolved in Tris-buffered saline (TBS) containing 0.05% Tween 20 for 1 h at RT. Membranes were incubated with primary antibody at 4 °C overnight, followed by incubation with secondary antibodies for 1 h at RT. The primary antibodies used in western blotting were rabbit anti-PCDH19 (Millipore, ABT318, 1:2000), rabbit anti-GAPDH (Santa Cruz, sc-32233, 1:1000), rabbit anti-Histone H3 (CST, 4499, 1:5000), and mouse anti-β-ACTIN (Proteintech Group, 60008–1, 1:5000). Secondary antibodies were rabbit or mouse HRP-conjugated secondary antibody.

### Electrophysiology

Embryos that received retroviral injections were delivered naturally. Brains were removed at various times after birth, and acute cortical slices (350 μm) were prepared in artificial cerebrospinal fluid (ACSF) containing 126 mM NaCl, 3 mM KCl, 1.25 mM KH_2_PO_4_, 1.3 mM MgSO_4_, 3.2 mM CaCl_2_, 26 mM NaHCO_3_ and 10 mM glucose, bubbled with 95% O_2_ and 5% CO_2_, with a vibratome (Leica) at 4 °C. Slices were allowed to recover in an interface chamber at 32 °C for at least 1 h and were then kept at RT before being transferred to a recording chamber containing ACSF at 34 °C. An IR-DIC microscope (Olympus) equipped with epi-fluorescence illumination, a charge-coupled device camera and two water immersion lenses (10× and 60×) were used to visualize and target the recording electrodes to EGFP- or tdTomato-expressing clonally related excitatory neurons and their nearby non-fluorescently labeled excitatory neurons. Glass recording electrodes (~10 MΩ resistance) were filled with an intracellular solution consisting of 130 mM potassium gluconate, 6 mM KCl, 2 mM MgCl2, 0.2 mM EGTA, 10 mM HEPES, 2.5 mM Na2ATP, 0.5 mM Na2GTP, 10 mM potassium phosphocreatine, 0.3% neurobiotin (Vector Lab), and/or Alexa Fluor 488 hydrazide (Thermo, if necessary) (pH 7.25 and 295 mOsmol per kg solution). Recordings were collected and analyzed using an Axon Multiclamp 700B amplifier and pCLAMP 10 software (Molecular Devices).

In quadruple whole-cell recordings (P14–25 animals), synapses were assessed by three brief (5 ms) high suprathreshold (600–1000 pA) depolarization current injections separated by 500 msec (i.e., 2 Hz) and one long (200 ms) high suprathreshold (600–1000 pA) depolarization current injected into one of the four neurons sequentially and the responses of all neurons were monitored. For chemical synapse detection, the neuron that received current injection was maintained under current clamp mode and the other neurons were maintained under voltage clamp mode at −70 mV. The criterion was that the average postsynaptic current was larger than 0.5 pA within 1–5 ms after the peak of the presynaptic action potential.

In whole-cell patch-clamp recording experiments, slices were fixed in 4% PFA in phosphate buffered saline (PBS, pH 7.4) after the recordings were completed, and the morphology of recorded neurons, that were loaded with neurobiotin, was later visualized with Alexa Fluor 647- or Alexa Fluor 488-conjugated streptavidin (Thermo) using a confocal laser scanning microscope (Olympus FV1000). Z-series images were taken at 1.5–2.5 μm steps and analyzed using FluoView (Olympus) and Photoshop (Adobe).

### Statistical analysis

Significance was determined using the two-tailed unpaired Student’s *t*-test, chi-square test, one-way ANOVA followed by a Tukey’s test for post hoc multiple comparisons, and two-way ANOVA by GraphPad Prism 7 software. Differences were considered statistically significant at *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. Data are presented as mean ± SEM.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: TBR2 coordinates neurogenesis expansion and precise microcircuit organization via Protocadherin 19 in the mammalian cortex
**Source:** Nat Commun. 2019 Sep 2;10:3946. doi: 10.1038/s41467-019-11854-x
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

**File Name:** Supplementary Data 1

**Description:** Overrepresented/Enriched Gene Ontology (GO) terms associated with the set of genes that are differentially expressed between the Ctrl and *Tbr2* mutant IPs.

**File Name:** Supplementary Data 2

**Description:** Sets of differentially regulated genes in the *Tbr2* mutant IPs compared with Ctrl at E13 and E16.

**File Name:** Supplementary Data 3

**Description:** The list and sequences of primers used for *Pcdh19* shRNA, qPCR, ChIP-qPCR, and luciferase assays.

# Supplementary material for: TBR2 coordinates neurogenesis expansion and precise microcircuit organization via Protocadherin 19 in the mammalian cortex
**Source:** Nat Commun. 2019 Sep 2;10:3946. doi: 10.1038/s41467-019-11854-x
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒ A description of all covariates tested
☐	☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection Confocal microscope (FV1000, Olympus), Neurolucida and Stereo Investigator (MBF Bioscience), Axon Multiclamp 700B amplifier.

Data analysis FluoView (Olympus), Volocity (ImproVision), Image J (NIH), and Photoshop (Adobe), Neurolucida and Stereo Investigator (MBF Bioscience), MATLAB (MathWorks), R-Studio (RStudio), pCLAMP 10 software.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Microarray datasets are available at the GEO with the accession number: GSE121180 and GSE45450. The other data that support the findings of this study are available from the corresponding author upon request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	Sample size was estimated based on existing published research.
Data exclusions	No data was excluded.
Replication	All replications were successful (at least 3 times).
Randomization	For all animal experiments, mice were allocated randomly after genotyping.
Blinding	Data was analyzed by researchers blind to genotypes.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

The primary antibodies used in Immunohistochemistry were chicken anti-GFP (Aves lab, GFP-1020, 1:1000), rabbit anti-RFP (Rockland, 600-401-379, 1:1000), rabbit anti-PCDH19 (Thermo, PA5-55648, 1:50), rabbit anti-S100 (DAKO, Z0311, 1:500), rabbit anti-OLIG2 (Millipore, ab9610, 1:500), rabbit anti-Histone H3 (CST, 4499, 1:1000), rabbit anti-Cleaved Caspase-3 (CST, 9664, 1:500), rabbit anti-CUX1 (Santa Cruz, sc-13024, 1:100), rat anti-KI67 (Thermo, 14-5698-82, 1:100), rat anti-TBR2 (Thermo, 14-4875-82), rat anti-CTIP2 (Abcam, ab18465, 1:500), goat anti-FOXP2 (Santa Cruz, sc-21069, 1:100), goat anti-BRN2 (Santa Cruz, sc-6029, 1:200), and mouse NEUN (Millipore, MAB377, 1:100). The secondary antibodies were used: goat anti-chicken IgY (H+L) 488 (Thermo, A11039, 1:100), donkey anti-rabbit IgG (H+L) Cy3 (Jackson ImmunoResearch, 711-165-152, 1:1000), goat anti-rat IgG (H+L) 647 (Thermo, A21247, 1:1000), donkey anti-rat IgG (H+L) Cy3 (Jackson ImmunoResearch, 712-165-150, 1:1000), donkey anti-rat IgG (H+L) 488 (Thermo, A21208, 1:1000), donkey anti-goat IgG (H+L) 488 (Thermo, A32814, 1:1000), goat anti-mouse IgG1 488 (Thermo, A21121, 1:1000). The primary antibodies used in western blotting were rabbit anti-PCDH19 (Millipore, ABT318, 1:2000), rabbit anti-GAPDH (Santa Cruz, sc-32233, 1:1000), rabbit anti-Histone H3 (CST, 4499, 1:5000), and mouse anti- β -ACTIN (Proteintech Group, 60008-1, 1:5000).

Validation

All antibodies were obtained from commercial vendors. The antibodies were purchased based on previous validation from publications from highly sources.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

HEK 293T cell line was maintained in the lab and published in previous work (Yu et al, Nature, 2009).

Authentication

We used functional assay of virus generation from the HEK 293T cells. HEK 293T cells were also used for western blot experiments.

Mycoplasma contamination

HEK 293T cell line used in this study was verified to be mycoplasma free.

Commonly misidentified lines
(See [ICLAC](#) register)

No commonly misidentified cell line was used.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

6-8 wk Emx1-CreERT2;MADM-11GT/GT;Tbr2fl/+; 6-8 wk MADM-11TG/TG;Tbr2fl/fl; 6-8 wk Tbr2fl/fl; 6-8 wk Emx1-Cre; both female and male were used.

Wild animals

None used

Field-collected samples

None used

Ethics oversight

MSKCC animal committees

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

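The data are Illumina bead array measurements of RNA from EGFP-labeled IPs sorted from Tbr2 mutant cortex, with 5 samples at E13 and 6 at E16. The signal intensity of each probe was deposited by the authors after background subtraction and before normalization between arrays, with values below 0 kept. A detection p-value for each probe and array was deposited beside it. The authors also deposited a table of log2 values, quantile-normalized over probes detected on all arrays after outlier probes were removed; its log base is not stated and was checked against the signals, and each column has a median of 8.30 and identical quantiles. That table holds 15825 probes, all among the 16411 used here, and lacks 586 of them. Another deposited table holds 22 per-sample columns of control arrays, 11 of signal and 11 of detection p-values, and none was used here. The methods give the controls of the paper's comparison as littermates whose data had been published before. The scanner software is not given in the sources used here.

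Groups came from the sample labels and column names, which give genotype and stage. Which replicate number belongs to which array number was left open, since no label pairs them. Probes were named through the platform annotation, in which 34885 of 45281 probes have 1 gene symbol, 18 several and 10378 none; updating symbols changed 0 names. Probes with a detection p under 0.05 on all 11 arrays were quantile-normalized, taken to log2 and fitted with limma 3.58.1 in R 4.3.3, with data.table 1.17.8 for reading, using a mean-variance trend, stage as the only term and Benjamini-Hochberg adjustment. A probe was called at an adjusted p under 0.05 and a change over 1.5-fold, and a positive log2 fold change means higher at E16. Single values of Pcdh19 and Eomes were also compared by two-sided exact permutation over 462 splits, with no adjustment over probes. On simulated data with 200 changed probes among 16411, 40% of changes of 0.7 on the log2 scale, 72.7% of those of 1 and 96.6% of those of 2 were called, with 3 unchanged probes called. The simulation drew noise independently for each probe and changed fewer probes than were called here. Its rates may therefore not hold for these arrays, on which probes moved together.

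Gene lists, 30 in all, were fixed before the data were examined, and 47 of their 615 entries had no match. Some genes belong to more than 1 list, so results of different lists are not independent. Each gene took its brightest tested probe. The 27 lists with at least 3 genes tested were compared with all other genes by camera with a preset correlation of 0.01, and again with an estimated correlation, and were tested against no change by fry; of these, 10 were called with the preset correlation and 0 with the estimated one, 15 by fry and 18 by its test for changes in either direction. Genes were named by a rule fixed before the data were examined: all probes of Eomes and Pcdh19, the adhesion genes of Fig. 4a, the 10 largest changes each way among called probes whose stages do not overlap, up to 2 called genes each way per list, genes the paper names, the 5 largest bounds per stage among probes detected in 1 stage, and the 5 largest changes each way in Supplementary Data 2. The paper's folds in that table had been seen when the rule was made.

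Alternatives set before the data were examined were background correction with neqc, median scaling, detection in 1 stage and no detection filter with a floor of 16. Further ones were a detection p under 0.01, the authors' table, an unmoderated test of stage, no fold threshold, array weights and a replicate block. An estimated correlation, 1 mean per gene and leaving out each array were also set before. The unmoderated test took stage alone on the mutant arrays, where the methods used a 2-way ANOVA. Chosen after the data were seen were 4 more: detection of Xist by at least 3 of its 4 probes as a covariate, mean array signal as a covariate, and 2 pairs of arrays left out. The slopes on the paper's folds of Supplementary Data 2 were also computed after the values of single arrays were seen. A slide block was not run, since no slide is given in the sources used here. Precision is limited by the number of arrays.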

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

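Among the tests below, those of embryo sex, of control or undeleted cells, of a later stage and all 3 on E13 array 64 were chosen after the results were seen. Within a stage, an array was singled out by Dixon's test on the share of the range taken by its gap to the nearest array; this held in 33 of 234 groups, which are not independent, where chance flags about 1 in 20 groups, or 11.7 here.

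Over the 94 probes of Supplementary Data 2, the slope of an array's deviation on the paper's log2 fold of Mut over Ctrl was -1.16 on E13 array 40, against 0.21 to 0.41 on the other E13 arrays, and -1.16 on E16 array 80, against 0.05 to 0.31. Median scaling left the higher of both slopes at -1.16, which argues against quantile normalization. Over other probes called between the stages the slope on the stage change was 0.23 on array 40 and 0.02 on array 80. On array 40 this argues against a later stage as the whole of it but leaves a part open. On array 80 it does not decide, since no sample later than E16 shows whether the stage change goes on in the same direction. Sets of other probes with shuffled folds gave no slope below -0.27 in 1000 draws, but shuffling does not mimic how the study selected its probes, so that selection cannot be told apart from the rest. If the paper's folds average all mutant arrays of a stage, an array at the control level would have a slope of -1.25 at E13 and -1.20 at E16, so a candidate explanation is control cells, or cells in which Tbr2 was not deleted, under a mutant label (higher slope -1.16); these readings were not separated, and no control array was analysed here. Eomes signal was the lowest of its stage with both probes on array 80 and with 1 of 2 probes on array 40, the labels were kept as given, and no biological explanation other than a later stage was tested.

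Single genes on these 2 arrays are given as log2 signal. Of those in Supplementary Data 2, which lay opposite to the paper's direction, on E13 array 40 Wnt7b was at 11.40, Cdh8 at 7.61 (ILMN_3163448) and 7.39 (ILMN_1224574), Sorl1 at 10.15 and the unnamed probe ILMN_2512149 at 9.50, above the other E13 arrays, as was the mean of the adhesion genes of Fig. 4a at 8.82, while Ebf3 at 9.04 and Rgs4 at 7.28 lay below them. On E16 array 80 Pard3 at 4.91, Fam210b at 10.07, Ebf2 at 4.88 and Ebf3 at 6.67 lay below the other E16 arrays, and Cdh8 (ILMN_1224574) at 8.15 above them. Those named here from outside that table lay in the direction of the stage change: on E13 array 40 Bcl6 at 6.84 and Robo2 at 9.27 above the other E13 arrays and Dlk1 at 10.73, Zfpm2 at 9.89 and Lmo3 at 8.64 below them, and on E16 array 80 Efna5 at 8.32 below the other E16 arrays. On single other arrays stood out Sh3rf3 at 9.94 and Ldb2 at 8.26 on E16 array 95, Gria2 at 10.67 on E13 array 37 and Cux2 at 8.56 on E13 array 65.

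On E13 array 64 the mean log2 scores of other cell types lay above all other E13 arrays: erythroid 9.06, endothelial and pericyte 6.23, microglia and macrophage 5.13, meninges and mesenchyme 5.97, oligodendrocyte lineage 5.74, and astrocyte and gliogenic 7.17. A brighter array is argued against by its median signal of 281, inside the 266 to 334 of the other E13 arrays. A lower share of IPs would raise the other types alike, and the largest and smallest rise differed by 3.71 on the log2 scale. Most of the erythroid, endothelial, microglial and meningeal genes were undetected on the other E13 arrays, so each of these rises may be understated. The oligodendrocyte genes rose least, by 0.60, with up to 5 of 8 detected on another E13 array. Radial glial genes rose by 0.91, with up to 18 of 18 detected. Genes detected on the other arrays may be expressed in IPs themselves, which would hide a larger rise, so the unequal rises do not decide. The intermediate progenitor score was 10.45 there, inside the 10.39 to 10.63 of the other E13 arrays. That shows no fall in these genes but does not exclude a small loss of share. Detection of 14 of 16 endothelial and pericyte genes there, against at most 7 on another E13 array, restates their high score. A lower share of IPs and vessel and blood cells in the sort therefore cannot be told apart. Interneuron genes rose by 2.54 on this array and endothelial and pericyte genes by 1.74, so the excess was not of vessel and blood genes alone; these tests concern the array and the make-up of the sorted sample, and no biological explanation was tested. The erythroid score was 5.87 on E16 array 97, and on E16 array 11, with the lowest signal, the ribosomal protein score was 12.88 against 13.02 to 13.09.

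Pcdh19 was lower at E16, and sex and array signal were weighed. With Xist detection as a covariate the log2 fold change was -0.90 (standard error 0.281), from -0.92 (standard error 0.241), still over 2 standard errors below 0; the adjusted p of 0.0535 missed the threshold because the standard error grew. With mean array signal as a covariate it was -1.002 (standard error 0.239). The signal covariate argues against array signal as the whole of the change. The Xist covariate does not decide on sex, since it does not separate sex from what sets array 40 apart. That array was 1 of only 2 E13 arrays with Xist and had the highest Pcdh19 of its stage. Of the E16 arrays only array 91 lacked Xist. With Xist or without it, every E13 array lay above every E16 array for Pcdh19. Stage stays as the hypothesis that the design names.

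Chance splits of the arrays into 5 and 6 were drawn 100 times of 462, the real one included. The real count was the only one as large (1 of 100) for called probes (1848, highest other 553) and probes detected in 1 stage (100, highest other 17). This argues against a chance split of the arrays for these counts. The real count was also the only one as large for adhesion genes of Fig. 4a (4, highest other 2) and probes of Supplementary Data 2 (34, highest other 7). Those may only share the broad stage change, and the study chose them on these arrays, so they add no separate evidence. Splits of arrays do not exclude differences between litters. For the number of gene lists called by camera chance cannot be excluded: 12 of 100 splits called as many as the real 10, and the highest other called 15. The paper did not analyse probes detected in 1 stage, 67 at E13 and 33 at E16.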

How the results depend on the processing

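The Xist and signal covariates and the 2 pairs of arrays left out were chosen after the results were seen. No called result reversed under 23 settings set before the data were examined or 4 added. Uncalled values near 0 could change sign, as those of Wnt7b, Pard3, Cntnap4 and Bcl11b did. Of 1974 values of named genes 1880 kept their side of the threshold, 87 lost and 7 gained a call. Of 701 list values 670 kept it, 21 lost and 10 gained it. Called probes ranged from 1505 to 2943, the highest with no fold threshold (1399 higher and 1544 lower at E16). With no detection filter, which tests more probes, Pcdh19 (log2 fold change -0.92, adjusted p = 0.0884) was not called, 1 adhesion gene was (0 higher, 1 lower) and 13 probes of Supplementary Data 2 (4 and 9). The unmoderated test of stage called 20 of these (9 and 11) and 1 adhesion gene higher, as did a detection p under 0.01. With Xist as a covariate Pcdh19 was at -0.90, 1 adhesion gene (0 higher, 1 lower) and 18 probes of Supplementary Data 2 (7 and 11) were called. The second Eomes probe was called with median scaling (-0.82), array weights (-0.83) and the replicate block (-0.87). An estimated correlation left 0 gene lists. Without E13 array 64 and E16 array 11, 1 adhesion gene and 8 probes of Supplementary Data 2 were higher; without E13 array 40 and E16 array 80, 157 probes were detected in 1 stage (105 and 52), from fewer arrays. Leaving out each array, Pcdh19 was called each time (-1.03 to -0.79), the second Eomes probe ran from -0.97 to -0.56 (called without E16 array 95 and without E16 array 97), and 1 to 2 adhesion genes were higher (1 without E13 array 37). Apart from the settings built on fewer arrays or more probes, the cause was not tested. Adjusted p of Pcdh19 ran from 0.0103 to 0.0884.

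With a replicate block over shared replicate numbers, called probes were 1506, Pcdh19 was at -0.85 (adjusted p = 0.0788), and 1 adhesion gene was lower. The numbers pair no samples by design: deviations of same-numbered samples correlated at -0.25, 0.01, -0.06, 0.17 and -0.20, and 1 E13 sample correlated best with its own number. Signals near background limit the dimmest probes.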

Other observations

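In this part the covariates of Xist detection and of array signal and the pairs of arrays left out, counted among the settings, were chosen after the results were seen; the other settings were set before the data were examined. In the Tbr2 mutant IPs genes of embryonic timing moved both ways between E13 and E16: of 12 tested, 3 were higher at E16, among them Zbtb20 and Nfix with log2 fold changes of 1.60 and 1.33, and 4 were lower, among them Nr2f2 at -1.22. Of 14 radial glial genes 3 were higher, Ptprz1 at 2.04 and Slc1a3 at 1.58, and 2 lower, Vim at -1.77 and Nes at -0.71, which without E13 array 64 was at -0.55 and under the 1.5-fold threshold. Of 12 deep layer genes 2 were higher, Crym at 1.62 and Ldb2 at 1.46, and 4 lower, Zfpm2 at -1.44 and Lmo3 at -1.08 among them; 1 array lay apart from its stage for Ldb2, Zfpm2 and Lmo3, and Lmo3 had an adjusted p of 0.0679 with no detection filter. Wnt pathway genes had 1 of 18 higher, Sfrp1 at 0.63, a call lost in 6 of 25 settings, among them without E13 array 61 (0.52), without E13 array 65 (0.57) and without E16 array 95 (0.58), and 3 lower, Tcf7l1 at -2.48 and Wnt7a at -1.82 among them. In camera these 4 lists had adjusted p = 0.851, 0.855, 0.642 and 0.642. Adjusted over the list alone the counts were 3 and 4, 3 and 2, 2 and 4, and 3 and 3.

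Lists with few or no calls were the respiratory chain (0 of 23), ribosomal proteins (0 of 16), hypoxia and glycolysis (0 of 13), immediate early genes (0 of 10), interneurons (0 of 3), endothelial cells (0 of 4), the oligodendrocyte lineage (0 of 3), interferon response (1 of 4, Ifit2 at 0.82) and astrocytes (1 higher and 2 lower of 8, Gja1 at -2.002 and Id4 at -0.90 the lower ones, with an adjusted p for Id4 of 0.0522 without E13 array 37 and 0.0606 without E13 array 64). Of erythroid genes 1 was tested and of meningeal genes 2, with Fn1 at 1.32, and of microglial genes 0. With no detection filter the adjusted p of Ifit2 and Fn1 was 0.0630 and 0.0701. The respiratory chain was lower as a set in camera without E16 array 95 (adjusted p = 0.0431), with median scaling (0.0140) and with no detection filter (0.0161), against 0.0913 at the settings used throughout, and hypoxia and glycolysis genes passed it with detection of Xist as a covariate (0.0402). Adjusted over the list alone the counts stayed, but for 1 lower of the hypoxia genes and 3 lower of the astrocyte genes. Among 9 marker genes that the paper names, Cux1 was higher at E16 (0.78), Foxp2 (-1.03) and Pcdh19 were lower, Rbfox3 was at -0.54 (adjusted p = 0.0173 from limma), under the 1.5-fold threshold but over it with median scaling (-0.65) and without E16 array 80 (-0.61), and Sox2, Bcl11b, Emx1 and Tjp1 had log2 fold changes of -0.31, -0.05, -0.45 and -0.11 without passing the test.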
